# Gene Expression Profiles Characterize Inflammation Stages in the Acute Lung Injury in Mice

**DOI:** 10.1371/journal.pone.0011485

**Published:** 2010-07-08

**Authors:** Isabelle Lesur, Julien Textoris, Béatrice Loriod, Cécile Courbon, Stéphane Garcia, Marc Leone, Catherine Nguyen

## Abstract

Acute Lung Injury (ALI) carries about 50 percent mortality and is frequently associated with an infection (sepsis). Life-support treatment with mechanical ventilation rescues many patients, although superimposed infection or multiple organ failure can result in death. The outcome of a patient developing sepsis depends on two factors: the infection and the pre-existing inflammation. In this study, we described each stage of the inflammation process using a transcriptional approach and an animal model. Female C57BL6/J mice received an intravenous oleic acid injection to induce an acute lung injury (ALI). Lung expression patterns were analyzed using a 9900 cDNA mouse microarray (MUSV29K). Our gene-expression analysis revealed marked changes in the immune and inflammatory response metabolic pathways, notably lipid metabolism and transcription. The early stage (1 hour–1.5 hours) is characterized by a pro-inflammatory immune response. Later (3 hours–4 hours), the immune cells migrate into inflamed tissues through interaction with vascular endothelial cells. Finally, at late stages of lung inflammation (18 hours–24 hours), metabolism is deeply disturbed. Highly expressed pro-inflammatory cytokines activate transcription of many genes and lipid metabolism. In this study, we described a global overview of critical events occurring during lung inflammation which is essential to understand infectious pathologies such as sepsis where inflammation and infection are intertwined. Based on these data, it becomes possible to isolate the impact of a pathogen at the transcriptional level from the global gene expression modifications resulting from the infection associated with the inflammation.

## Introduction

Acute lung injury (ALI) is a diffuse lung injury which is characterized by a widespread capillary leakage leading to hypoxemia and low lung compliance. ALI is caused by either a direct (e.g. pneumonia) or indirect (e.g. pancreatitis) injury of the lung. Any local (e.g. pneumonia) or systemic inflammation (e.g. pancreatitis) can lead to a critical alteration of the lung function. The Acute Respiratory Distress Syndrome (ARDS) is the last stage of this acute inflammatory process and still carries a high mortality rate (40–50%) [1]. Sepsis is a major cause of ARDS either by direct alteration of the lung or indirectly through the Systemic Inflammatory Response Syndrome (SIRS) associated with severe sepsis. Inflammation is part of the defense mechanisms of innate immunity, occurring after tissue injury. At the site of inflammation, a cascade of mediators such as cytokines initiates activation of inflammatory cells (early-inflammatory phase). Then, white blood cells migrate through the wall of blood vessels and infiltrate the surrounding tissues. ARDS frequently occurs in a context of severe sepsis in which inflammation and infection interplay. Then, it is unclear to delineate the pathways related to inflammation or infection. In sepsis, the production of both pro- and anti-inflammatory cytokines in sepsis has been widely studied [2]. While pro-inflammatory cytokines are necessary for initiating an effective inflammatory process against infection, anti-inflammatory cytokines seem to be a prerequisite for controlling and down-regulating the inflammatory response leading to a depression of the immune system of patients [3]. Human immune responses to sepsis are mediated mainly by the primary pro-inflammatory cytokines. The timing of cytokine release and the balance between pro- and anti-inflammatory mediators seems to be associated with the severity of sepsis [4]–[5]. An excessive production may induce deleterious effects [5]. To this purpose, deciphering gene expression profiles of either infection or inflammation alone seems crucial.

One way to do so consists on studying transcriptional genes expression profiles at several inflammation stages (with or without sepsis). Genome-wide gene expression profiling using microarray technology has been applied successfully to the study of human disease pathogenesis. Examples include the discovery of new cancer subtypes with different prognosis and response to therapies [6], or new hypotheses of disease pathogenesis in ARDS [7]. Gene expression analysis by microarray studies of genes clusters that have similar expression changes over time allows the definition of functionally meaningful expression patterns. This approach has been successfully used to study either ARDS, using either a whole organ or cultured cells or in severe sepsis studies where inflammation was associated with infection [8].

In humans with ARDS, time-course studies using blood samples made it possible to obtain successful results using a transcriptional approach. Wang *et al.* studied global gene expression profiling in 8 human blood samples and identified potential candidate genes that can be used as biomarkers for ARDS [9]. They reported for instance the role of peptidase inhibitor 3 (Serpina1c/PI3) encoding Elafin which has antimicrobial and anti-inflammatory activities. One limitation in using human samples is the heterogeneity of the samples with patients from different gender, age, injury, ethnic origin and genetic backgrounds.

Previous transcriptional studies performed to study ARDS used various experimental techniques, various species and various types of infection. The common point between these studies is the sequence of events: first, an infection is associated with an inflammation and then, samples are studied using a transcriptional approach. At this point, since gene expression patterns depend on both inflammation and infection, it is not possible to identify the impact of either inflammation or infection on gene expression. A similar infective agent leads to different outcomes depending on the pre-existent inflammation stage of each patient [4]. For this reason, we decided to set up a mouse model to study ALI without any infection. Inflammation induced by intravenous administration of Oleic Acid (OA) resembles ARDS in many morphological, histological, and physiological respects [10]. OA-induced ALI is consistently associated with acute respiratory failure characterized by hypoxemia and reduced lung compliance due to alveolar damage, intra-alveolar hemorrhage, and leakage of proteinaceous fluid into the air space [11]. The progression of OA-induced injury is much shorter than that of human ARDS. The acute phase of human ARDS develops over 1–7 days. However, it is also characterized by extensive damage to the alveolar epithelium, hemorrhage, and pulmonary edema. Despite some limitations, the OA-ALI remains a relevant model for investigating the effects of ALI. Indeed, no other model has been used as extensively to evaluate the risks and benefits of various treatment strategies before applying them to patients with ARDS [10].

Our objective was to identify some biologically relevant process important in ALI by studying the molecular interactions between OA and inflammation in a mouse model. The modest success of microarray approaches to identify novel potential therapeutic targets may be due to a lack of comprehension to how changes in gene expression occur through time. For this reason, we decided to investigate lung gene expression patterns in female mice developing inflammation without any infection using a 9900 cDNA mouse microarray over a 24 hours time-course. By looking at changes in gene expression over time, we developed a global strategy to identify novel pathways that could represent novel targets for therapy.

## Results

### Outcome of mice and definition of pro- and anti-inflammatory phases by real-time PCR

Following the injection of OA, we noticed a transitional prostration of the mice which started 1.5 hours after injection and lasted for several hours. All mice recovered; the survival rate was 100% after 24 hours incubation. To evaluate for the incubation period necessary to induce lung inflammation, we considered a wide time-course ranging from 1 hour to 24 hours after OA injection even if previously published studies considered much shorter incubation times [12]–[13]. Prior to large-scale gene expression analysis, we quantified expression level of one pro-inflammatory cytokine (Tnfα), one cytokine with pro- and anti-inflammatory activities (Il6), and two anti-inflammatory cytokines (Il10 and Il4) at 1 hour, 1.5 hours, 3 hours, 4 hours, 18 hours and 24 hours after OA and physiological serum injection (figure 1 A). Expression levels of Tnfα, Il6, Il10 and Il4 peaked respectively at 1.5 hours, 3 hours, 4 hours and 3 hours-4 hours after OA injection. Thus, inflammatory response ranged from 60 minutes to several hours following OA injection. Real-time PCR allowed us to identify a pro-inflammatory expression peak 1.5 hours after OA injection (figure 1 B), a transition phase 3 hours to 4 hours after OA injection (figure 1 C) and an anti-inflammatory phase 4 hours after OA injection (figure 1 D, E).

**Figure 1:**
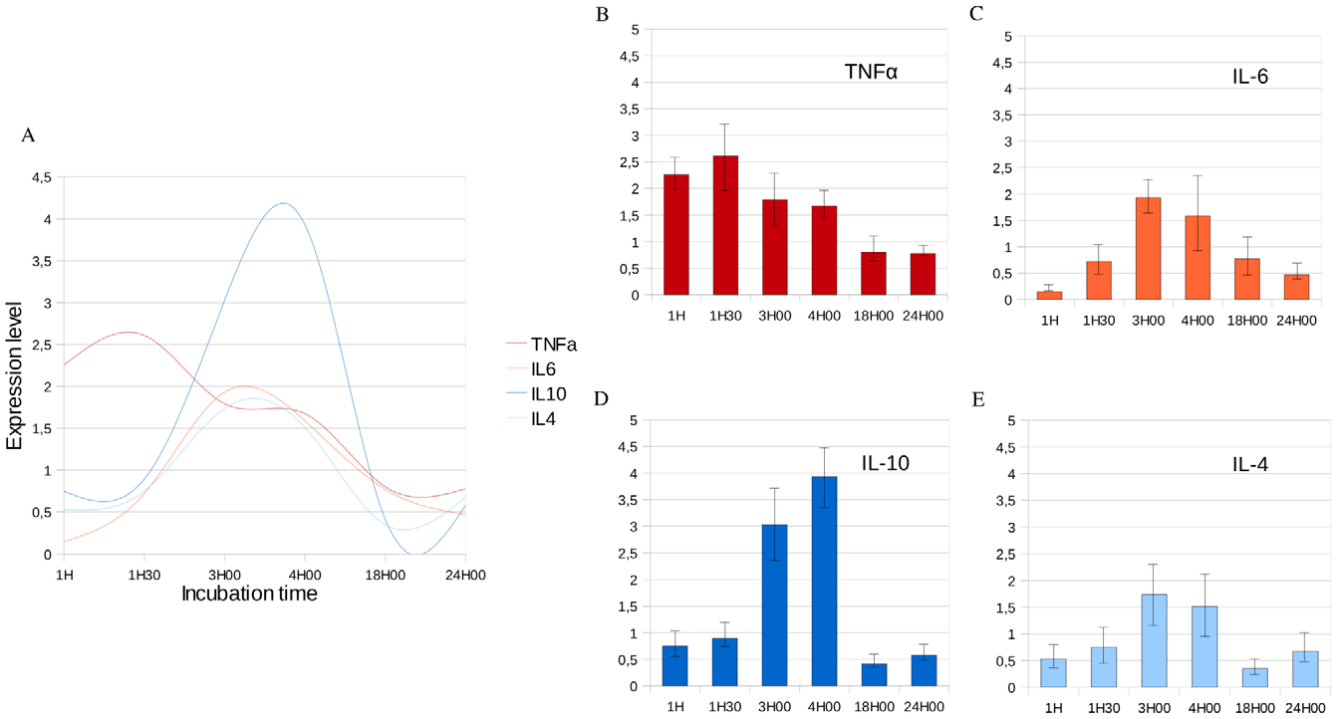
Variation of expression of pro-inflammatory and anti-inflammatory cytokines determined by real-time RT-PCR in lung samples. The X-axis corresponds to the incubation time after OA injection. The Y-axis corresponds to the ratio between the expression level of a cytokine measured after OA injection and the expression level of this same cytokine measured after the same incubation time following physiological serum injection. Measurements are normalized using the βactin housekeeping gene. A- Variations of expression level of Tnfα, Il6, Il10 and Il4 across OA incubation time allowed us to identify pro- and anti-inflammatory phases. B- We identified the pro-inflammatory peak 1H30 after injection of OA which corresponds to the maximum expression level of Tnfα. C- Il6 which is both a pro- and anti-inflammatory cytokine is highly expressed 3H after OA injection. D- The expression level of Il10, an anti-inflammatory cytokine is maximal 4H after injection of OA. E- Il4 is highly expressed 3H to 4H after injection of OA. We observe that the anti-inflammatory response occurs approximately 4H after OA injection and follows the pro-inflammatory response which occurs approximately 1H30 after OA injection.

### Identification of the inflammation timing following OA injection using lung histology

Compared with physiological serum controls, OA induced a transient increase in histological lung damage 1.5 hours after injection (figure 2). Histologically, 1.5 hours after OA injection, we found a neutrophil accumulation in the alveolar wall associated with edema. Lung histological modifications are thus correlated with the transcriptional up-regulation of pro-inflammatory mediators (both by microarray and RT-PCR). These results strengthened our real-time PCR data. There were no more histological lung lesions 3 hours after OA injection.

**Figure 2:**
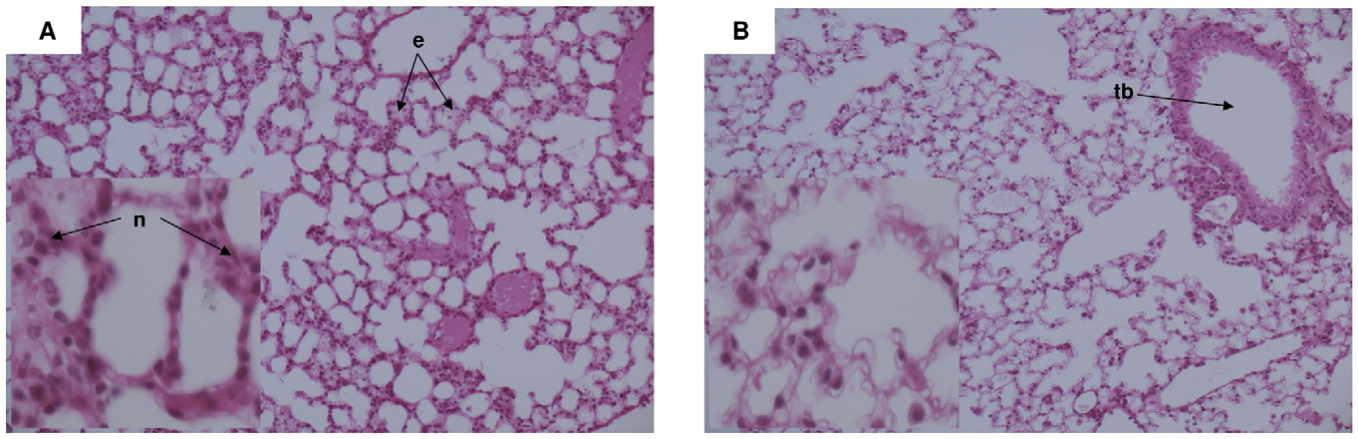
Histological quantification of lung injury following OA injection. Sections are representative of all animals examined per group. A- Section of lung 1H30 after OA injection showing interstitial neutrophils (n) and edema (e). There was no significant fibrin formation within the alveolar spaces – B- Section of lung 3H00 after OA injection showing absence of edema or fibrin. There was no more significant neutrophil infiltrate - (tb) Terminal bronchiole. (H&E x100, cartridges X400).

### Microarray analysis discriminated between early- and late-inflammatory stages according to the time-course after injection

To focus on transcriptional changes associated with the inflammatory process in lung, we searched for a set of genes that discriminated between mice at different incubation times. 

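Lung RNA of 35 mice was labelled and hybridized to MUSV29K, a nylon membrane spotted with mouse cDNA clones, with 1 labelled sample on each membrane. OA mice, whose lungs are injured by the fatty acid given in the blood, numbered 4 at 1 hour, 6 at 1.5 hours, 7 at 3 hours, 4 at 4 hours, 3 at 18 hours and 3 at 24 hours after injection. They were hybridized on 8, 11, 13, 8, 5 and 6 microarrays, and 1 microarray at 1.5 hours could not be assigned to a mouse and was left out. The labels of 1 microarray of the mouse P7L3 name both 3 hours and 1.5 hours, and it was taken as 3 hours, as the other microarray of that mouse and the paper's microarray counts have it. The early (1 hour and 1.5 hours), intermediate (3 hours and 4 hours) and late (18 hours and 24 hours) stages thus held 10, 11 and 6 mice. Mice injected with physiological serum numbered 2 at 1 hour, 1 at 1.5 hours, 2 at 3 hours, 2 at 18 hours and 1 at 24 hours, on 9 microarrays, with none at 4 hours. The authors deposited, for each microarray, the intensity of 9984 spots as quantified from the scanned image with Bzscan2. The median intensity of all spots, on the log2 scale, lay between 6.76 and 9.36 on the OA microarrays (median 8.32) and between 5.73 and 8.39 on the serum microarrays (median 7.62). Clones brighter than the 95th percentile of the empty spots of their microarray made up 33.2% of the clones on the median OA microarray (range 12.8% to 54.8%) and 23.2% on the median serum microarray (range 13.5% to 30.5%). The number of microarrays limits the precision of every value. The image signal measured at a constant spot diameter was set to at least 1, transformed to log2 and quantile-normalized over the 60 microarrays, and microarrays of the same mouse were averaged. The mean of the serum mice of the same time point was then subtracted from each OA mouse, with the 3 hours serum mice standing in for 4 hours. The error of each of these means, which rest on 1 or 2 mice, is shared by every OA mouse of that time point. Differences were tested for 7625 clones, which carry 5883 gene symbols, with each mouse as a replicate. The labels of the OA mice also hold a number after the letter L, which neither the labels nor the paper explain, and it was taken as a possible lot of animals. In the early stage 6 mice came from lot 2 and 4 from lot 3, in the intermediate stage 3 from lot 1, 3 from lot 2 and 5 from lot 3, and in the late stage all 6 from lot 1.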

To this purpose, we used the multi-class SAM procedure [14], and we applied a false discovery rate of 5% (figure 3 and see supplementary data file S1). The analysis yielded a set of 1000 genes (see supplementary data file S2). 

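In the control-subtracted values, limma's moderated F test across the 3 stages called 3297 of the 7625 clones (43.2%), from 2907 gene symbols, at a false discovery rate of 5% by Benjamini-Hochberg adjustment, and 3994 clones had an unadjusted p under 0.05. The early and intermediate stages differed at 2529 clones, of which 977 were higher and 1552 lower in the early stage. The late and intermediate stages differed at 1653 clones, 696 of them higher and 957 lower in the late stage, and the late and early stages at 1518, 842 of them higher and 676 lower in the late stage. Multi-class SAM with 100 permutations and a median false discovery rate of 5% called 3845 clones over the 27 mice and 4835 clones when each of 50 microarrays counted as a replicate. Leaving out the subtraction of the serum means gave 484 clones from 456 gene symbols, of which 277 were also called after subtraction and 190 of those had their highest mean in the same stage, and SAM over the mice then called 802. The authors' deposited table of values, with 1 serum column per time point, gave 5912 clones. With the lot as a block, 2401 clones were called after subtraction, and the late and early stages, which share no lot, differed at 206 clones. Within a lot, the early and intermediate stages can be compared in lots 2 and 3, and the intermediate and late stages in lot 1. When the spread of the serum mice was carried into the stage test, limma with Benjamini-Hochberg adjustment called 4 clones, and 706 clones had an unadjusted p under 0.05. That count was 462 without the second serum mouse at 3 hours, 15 without the second at 18 hours and 7 without the second at 1 hour, and it fell to 2 without the first serum mouse at 1 hour or any of the OA mice P2L2, P3L1, P7L1, P11L1 and P16L2. The paper states the aim of finding genes that discriminate between incubation times, and takes those called by SAM on to clustering and annotation.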

By performing a hierarchical clustering of the samples (microarrays), we identified 3 clusters (see supplementary data file S3). Samples at 1 hour and 1.5 hours clustered together. The same way, samples at 3 hours and 4 hours were grouped together. Finally, samples at 18 hours and 24 hours clustered together with the exception of three 18 hours samples which have been grouped with the 3 hours–4 hours cluster as an out-group.

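Average linkage clustering of the 27 OA mice on all 7625 control-subtracted clones, with Pearson correlation as the distance, gave 3 clusters of 21, 5 and 1 mice. All mice at 1, 3, 4, 18 and 24 hours fell into the cluster of 21, the cluster of 5 held 5 of the 6 mice at 1.5 hours, and the other mouse at 1.5 hours stood alone. The adjusted Rand index between these clusters and the 3 stages, which is 1 for identical groupings and near 0 for unrelated ones, was 0.146 (permutation test, one-sided, p = 0.00799). Clustering of 50 single microarrays gave clusters of 40, 6 and 4, with an index of 0.121 (p = 0.0103 from the same permutation test). The large cluster held all 21 microarrays of the intermediate stage and all 11 of the late stage, so the 18 hours samples did not separate from those at 3 and 4 hours. Without subtraction of the serum means the index was -0.00266 over mice (p = 0.531) and -0.022 over microarrays (p = 0.86), by permutation. With complete linkage the microarrays fell into clusters of 28, 16 and 6, with an index of 0.21 (permutation p = 0.00027). On the clones called between stages, which were selected by the stages themselves, the index was 0.146 over mice and 0.136 over microarrays.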

**Figure 3:**
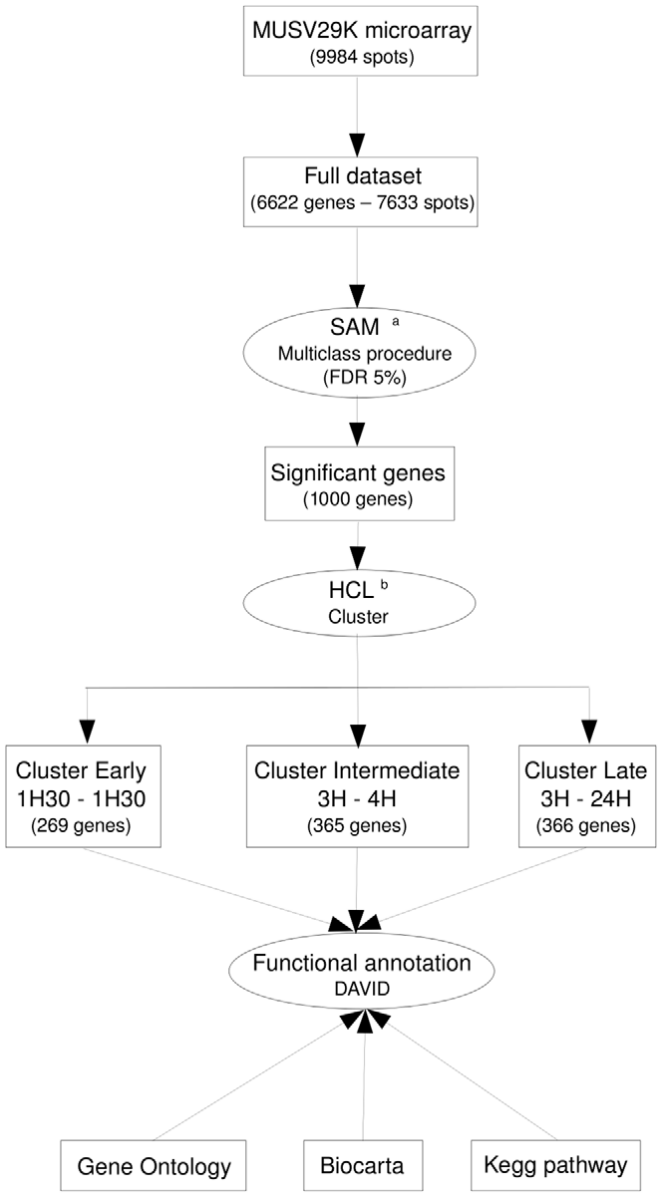
Schematic outline of data analysis. ^a^ We compared gene expression between three groups: 1H-1H30/3H-4H/18H-24H. ^b^ HCL: Hierarchical Clustering. We considered the full dataset (n = 6622 genes) to identify genes significantly differentially expressed between the three classes previously described. The 1000 genes identified with SAM have been clustered using the Cluster software and each cluster was independently functionally annotated using DAVID.

We also performed unsupervised hierarchical clustering on the 1000 genes (figure 4). Interestingly, the expression level of numerous genes was induced specifically either early or late after OA injection while other genes were specifically up-regulated during the transition phase between the early- and late-inflammatory stages (see supplementary data file S4). 

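The genes listed by stage in Data file S4 were followed on every clone that carries their symbol, 77 clones of 55 genes. After subtraction of the serum means, 40 of the 77 clones were called between stages by limma with Benjamini-Hochberg adjustment over all clones, and 41 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The mean was highest in the stage given by the paper for 21 clones, where the shares of all clones by highest stage give 24.9. Only 12 clones were both called and highest in that stage. Among the brightest clones of the 55 genes, 16 were highest in the stage given by the paper. Without subtraction, 27 clones were highest in that stage, 6 were called and 4 were both. In the authors' deposited table 31 clones were highest in that stage, 62 were called and 24 were both. When the serum spread was carried into the test, limma called 0 of the 77 clones after Benjamini-Hochberg adjustment over all clones and 1 when adjusted over the list alone.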

The Cluster software [15] classified the 1000 significantly differentially expressed genes into 3 main clusters. 

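Among the called clones, 931 had their highest mean in the early stage. With each clone centred on its own mean over the 6 time points, the median of these clones was 0.12 at 1 hour and 0.34 at 1.5 hours on the log2 scale, then -0.14 at 3 hours, -0.13 at 4 hours, -0.12 at 18 hours and -0.11 at 24 hours. The clones called here that stood farthest above the other stages were Abhd12, Spnb2 and Rnasen. Abhd12 was at 3.60 ± 2.89 (SD, n = 10) in the early, 0.26 ± 2.62 (n = 11) in the intermediate and 0.81 ± 3.06 (n = 6) in the late stage (limma, Benjamini-Hochberg adjusted p = 0.0438), and lost its call when any 1 of 18 of the 33 mice that could be left out was omitted, with an adjusted p of up to 0.156 without the second serum mouse at 3 hours. Spnb2 was at 2.61, 1.61 and -0.48 in the same stages. Its OA mice were above serum at 18 hours (7.42 against 6.37) and below the 1 serum mouse at 24 hours (9.25 against 11.24). Rnasen was at 0.42, -2.08 and -0.96. Its OA mice were below serum at 1 hour (7.43 against 7.74) and above the 1 serum mouse at 1.5 hours (6.92 against 6.01). None of the 3 was called without subtraction of the serum means. There 121 clones were highest early, led by KACMOUSE (11.37 against 10.36 and 10.27), S100a8 (11.94 against 11.88 and 10.39) and G0s2 (8.65 against 7.57 and 8.17) in normalized log2 signal.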

Genes of cluster Early (365 genes) were over-expressed at early stage of inflammation (1 hour–1.5 hours); their expression level decreased at 3–4 hours and then these genes were under-expressed at late time-points (18 hours–24 hours). Genes of the Intermediate cluster (269 genes) were over-expressed between 1.5 hours and 4 hours compared to the earliest time-point (1 hour) and the late measurements (18 hours –24 hours), which correspond to the transition between early- and late-inflammatory responses. 

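After subtraction, 1367 of the called clones were highest in the intermediate stage. Their median, centred as for the early clones, was -0.12 at 1 hour, -0.16 at 1.5 hours, 0.22 at 3 hours, 0.25 at 4 hours, -0.11 at 18 hours and -0.08 at 24 hours. The clones farthest above the other stages were Mrpl4, Cklf and Rbbp7. Mrpl4 reached 0.74 ± 0.35 (SD, n = 11) in the intermediate stage against -0.43 ± 0.23 (n = 10) in the early and -1.01 ± 0.47 (n = 6) in the late stage (limma, adjusted p = 1.35e-08), whereas without subtraction its stages did not differ (adjusted p = 0.984). Cklf was at 6.08 against 3.96 and 5.36, and was also called without subtraction (adjusted p = 0.0201), where it was highest late (12.55 against 12.38 in the intermediate stage). Rbbp7 was at 2.42 against 0.85 and 1.21, a difference of 1.40 from the other stages that became -1.84 without the first serum mouse at 3 hours, whose microarray was the dimmest, and it lost its call without any 1 of 11 other mice. Without the second serum mouse at 3 hours, the clones highest in this stage numbered 2511. Without subtraction there were 156, led by Mt1 at 11.39 ± 0.47 against 9.76 ± 0.47 early and 9.64 ± 0.32 late (adjusted p = 1.19e-06), Map3k6 at 9.46 ± 0.25 (adjusted p = 2.35e-05) and Fkbp5 at 9.38 ± 0.60 (adjusted p = 2.35e-05). The serum mice were also highest at 3 hours for these genes, at means of 10.12, 8.73 and 8.15. With the serum spread in the limma test, their OA minus serum difference was not called between stages (adjusted p of 0.829, 0.669 and 0.541).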

At the latest stage of inflammation, genes from the Late cluster (366 genes) were highly over-expressed. Expression level of these genes increased at 3 hours to 4 hours after OA injection and reached a peak at 18 hours–24 hours.

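In the late stage, 999 of the called clones had their highest mean. Their centred median was -0.09 at 1 hour, -0.20 at 1.5 hours, -0.11 at 3 hours, -0.09 at 4 hours, 0.19 at 18 hours and 0.29 at 24 hours. Average linkage clustering of the called clones into 3 clusters, as an alternative to assigning each clone to its highest stage, gave 926, 1816 and 555 clones for the early, intermediate and late profiles. Spg7, Calr4 and Zbed3 stood farthest above the other stages. Their spots lie in the same print block of the membrane, C:01, as do those of Rbbp7 and Rnasen named above. A local effect of the membrane was not tested for these clones and stays open. Spg7 was at 1.50 ± 2.17 (SD, n = 6) late, -1.23 ± 1.62 (n = 10) early and -0.85 ± 0.92 (n = 11) in the intermediate stage (limma, adjusted p = 0.00842), with OA mice above serum at 18 hours (8.75 against 5.27) and below the 1 serum mouse at 24 hours (8.56 against 9.02). Calr4 was at 1.84 late against -0.15 and 0.07, and its adjusted p was 0.0502 without the second serum mouse at 18 hours. Zbed3 was at 2.08 late against 0.45 and 0.50, and lost its call without any 1 of 5 mice, with an adjusted p of up to 0.315 without the first serum mouse at 18 hours. Without subtraction none of the 3 was called (adjusted p of 0.292, 0.434 and 0.335), and 207 clones were highest late. Hpxn was at 9.89 ± 0.62 late against 7.97 ± 0.35 early and 8.28 ± 0.63 in the intermediate stage (adjusted p = 8.63e-05), Fga at 9.26 against 7.34 and 7.81, and Tcea1 at 10.72 against 8.85 and 9.29. In the serum mouse at 24 hours these were at 10.99, 9.65 and 11.84, and in the OA mice of that time at 10.45, 9.79 and 11.69, whereas at 18 hours the OA mice were at 9.33, 8.73 and 9.75 and the 2 serum mice at means of 7.71, 5.38 and 7.71.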

**Figure 4:**
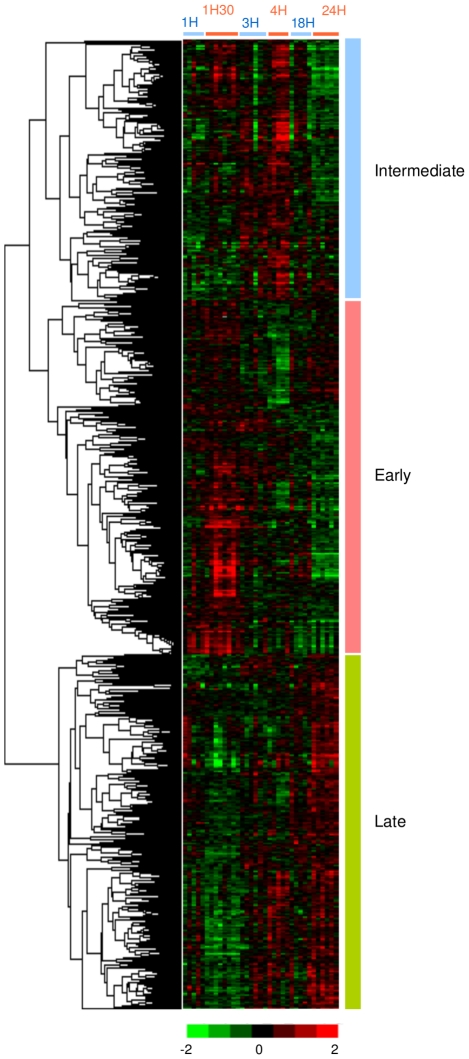
Hierarchical classification of 1000 significant genes differentially expressed at early and late stages of inflammation. This set of genes was extracted from the full dataset (n = 9984) by use of a SAM procedure and a false discovery rate of 5%. Each row represents a gene and each column represents a sample. Red and green indicate expression levels respectively above and below the median. Dendrogram of genes, to the left of the matrix represents overall similarities in gene expression profiles. 3 clusters have been identified: Early, Intermediate and Late.

To analyze functional annotations related to the pulmonary inflammation, we considered biological process Gene Ontology (GO) terms, Kegg pathways and the Biocarta database using DAVID for the 365 genes belonging to the cluster Early, the 269 genes belonging to the cluster Intermediate, and the 366 genes belonging to the cluster Late.

GO terms related to the «Defense response» (p = 9.9×10^−3^) such as «Inflammatory response» (p = 6.9×10^−3^), “cytokine activity” (p = 1.1×10^−2^) and «Immune response» (p = 6.5×10^−3^) were strongly represented in cluster Early (table 1). Similarly, several genes grouped in the cluster Early were found to be involved in Kegg pathways related to immune responses such as «MAPK signaling pathway» (p = 1.4×10^−2^). The Functional Annotation Clustering tool from DAVID grouped these terms in a single annotation cluster with the best enrichment score (1.36). Nine genes belonging to the «Hematopoietic cell lineage» pathway (p = 6.5×10^−2^) were present in this cluster. As expected in inflammation response, immune and pro-inflammatory responses are activated. These results validate our experimental strategy, particularly the use of OA to induce a reliable inflammation without any infection.

**Table 1:** Functional annotation and enrichment of the 365 genes belonging to cluster Early.

Functional classification			
*Database*	*Term*	*Count*	*P-Value*
Gene Ontology	Immune response	23	6.50E-03
Gene Ontology	Inflammatory response	14	6.90E-03
Gene Ontology	Defense response	18	9.90E-03
Gene Ontology	Cytokine activity	13	1.10E-02
Kegg pathway	MAPK signaling pathway	16	1.40E-02
Gene Ontology	Response to wounding	16	1.90E-02
Gene Ontology	Immune system process	30	2.30E-02
Gene Ontology	Protein kinase cascade	14	3.10E-02
Gene Ontology	Positive regulation of kinase activity	8	3.30E-02
Gene Ontology	Chemokine activity	6	5.00E-02
Gene Ontology	MAP kinase tyrosine/serine/threonine phosphatase activity	3	5.10E-02
Gene Ontology	MAP kinase phosphatase activity	3	5.10E-02
Gene Ontology	Chemokine receptor binding	6	5.60E-02
Kegg pathway	Hematopoietic cell lineage	9	6.50E-02
Gene Ontology	Interleukin-1 receptor binding	3	6.90E-02
Gene Ontology	MAPKKK cascade	7	7.40E-02

Most of the genes grouped in the cluster Intermediate were found to be involved in Kegg pathways related to the immune response, notably the spreading of immune cells into inflamed tissues through interaction with vascular endothelial cells, such as «Leukocyte Transendothelial migration» (p = 7.8×10^−3^) or «Adherens junction» (p = 3.5×10^−2^) (table 2). This was further supported by the analysis of Biocarta Pathway, which pointed out several pathways such as «Adhesion Molecules on Lymphocyte» (p = 8.5×10^−3^) and «Monocyte and its Surface Molecules» (p = 1.8×10^−2^). These pathways were clustered together by the Functional Annotation Clustering tool from DAVID in a single cluster with an enrichment score of 1.16. In addition, 5 genes involved in differentiation of T and B lymphocytes cells were found to be involved in the «Hematopoietic cell lineage» pathway (p = 4.2×10^−2^). Surprisingly, genes involved in the spreading of inflammation were grouped together. Usually, this process can not be clearly visualized because of the very short period of time between activation of the inflammatory and immune and anti-inflammatory response.

**Table 2:** Functional annotation and enrichment of the 269 genes belonging to cluster Intermediate.

Functional classification			
*Database*	*Term*	*Count*	*P-Value*
Kegg pathway	Leukocyte transendothelial migration	8	7.80E-03
Biocarta	Adhesion molecules on lymphocyte	4	8.50E-03
Biocarta	Neutrophil and its surface molecules	4	8.50E-03
Biocarta	Monocyte and its surface molecules	4	1.80E-02
Kegg pathway	Adherens junction	6	3.50E-02
Kegg pathway	Hematopoietic cell lineage	7	4.20E-02

Functional annotation analysis of genes belonging to the cluster Late showed an over-representation of GO terms related to transcription, metabolism and in particular lipid metabolism (figure 5 and supplementary table S1). The Functional Annotation Clustering tool from DAVID identified 3 groups of genes with the highest enrichment scores. The first one (enrichment score  = 2.07) showed an over-representation of GO terms related to «Transcription» (p = 1.4×10^−3^), such as «Regulation of transcription» (p = 1.1×10^−3^) or «Regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process» (p = 7.7×10^−4^). Most of the GO terms grouped in the second annotation cluster (enrichment score  = 1.96) were found to be involved in metabolism, such as «Metabolic process» (p = 2.2×10^−3^) or «Cellular metabolic process» (p = 2.3×10^−3^). The third annotation cluster (enrichment score  = 1.44) included GO terms related to lipid metabolism such as «Cholesterol metabolic process» (p = 9.3×10^−3^) or «Cellular lipid metabolic process» (p = 5.2×10^−2^). Increased expression level of genes involved in transcription is a consequence of the metabolism which is highly perturbed. Multiple alterations in lipid and lipoprotein metabolism have been previously described associated with infection and inflammation [16]. Here, we observed that disturbance of genes expression levels related to lipid metabolism is associated only with inflammation.

**Figure 5:**
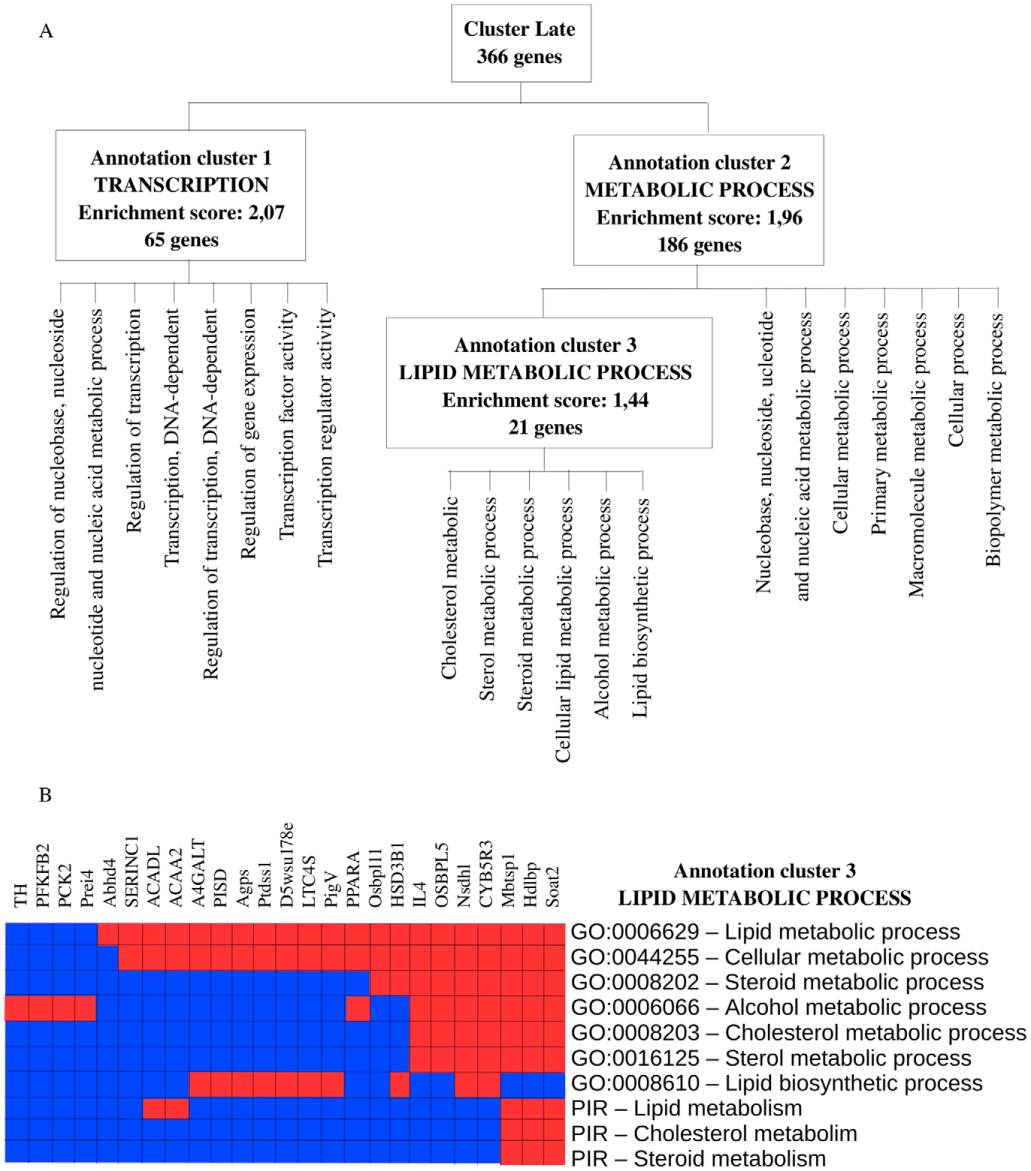
Functional annotation enrichment of the 366 genes belonging to cluster Late. Expression levels of genes belonging to cluster Late increases 3H-4H after OA injection and reach a peak after 18H to 24H incubation. A- Distribution of the 366 genes belonging to Cluster Late into the 3 main annotation clusters identified by the functional annotation clustering tool from DAVID: Transcription, Metabolic process and Lipid metabolic process. B- 21 genes in cluster Late belong to the lipid metabolic process. These genes can be assigned to one or several of 7 GO categories related to Lipid metabolism. Three of them also belong to 3 PIR categories (Protein Information resources) related to lipid metabolism. Red means the gene belong to the pathway and Blue means that the gene does not belong to the pathway.

We also considered genes of interest for clinical studies such as Smad7 [17]. In our study, Smad7 belongs to the set of significantly differentially expressed genes across time and it belongs to cluster Late. 

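Smad7 has 1 clone on the membrane, whose mean signal of 5.72 on the log2 scale lies below the 95th percentile of the empty spots (8.92). Its control-subtracted level was -0.53 ± 0.26 (SD, n = 4 mice) at 1 hour, 0.15 ± 0.24 (n = 6) at 1.5 hours, -0.30 ± 0.22 (n = 7) at 3 hours, 0.20 ± 0.28 (n = 4) at 4 hours, -0.95 ± 0.17 (n = 3) at 18 hours and -0.07 ± 0.15 (n = 3) at 24 hours. Over the 6 time points the levels differed (limma, Benjamini-Hochberg adjusted p = 2.38e-05), but over the stages, at -0.12, -0.12 and -0.51, they did not (adjusted p = 0.189). The test over time points leaves out the error of the serum means, so it cannot tell a change in OA mice from that error. At 18 hours, the lowest level, the serum mice were at 6.338 and 6.59. The OA mice, at 5.343 to 5.675, lay within their range at 3 hours, 5.305 to 5.887. The normalized signal of the OA mice before subtraction was 5.72 early, 5.71 in the intermediate stage and 5.77 late (adjusted p = 0.964). The stage with the highest mean changed with the signal used. It was the late stage in the authors' deposited table (adjusted p = 3.5e-08), with the fitted signal at constant diameter (0.00629) and with the serum microarrays read by the fitted signal at calculated diameter (0.000538). With each microarray centred on its median it was the early stage (0.036).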

Its expression level increased between 3 hours and 4 hours after OA injection to reach a maximum expression level 24 hours after injection. We also considered the angiotensin-converting enzyme gene (Ace) [18]–[19]. 

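The control-subtracted level of Ace was -0.78 ± 0.25 (SD, n = 10 mice) in the early, -0.77 ± 0.22 (n = 11) in the intermediate and -0.96 ± 0.19 (n = 6) in the late stage. Neither the 3 stages (limma, Benjamini-Hochberg adjusted p = 0.326) nor the 6 time points (adjusted p = 0.535) differed, and the same held before subtraction (adjusted p = 0.405). In the authors' deposited table the stages differed (adjusted p = 0.0198), and so they did with the serum microarrays read by the fitted signal at calculated diameter (adjusted p = 0.0185). Averaged over the 5 time points with serum mice, Ace was lower in OA mice by -0.85 (standard error 0.10, adjusted p = 3.22e-08). Spots of the Arabidopsis cDNA CG03 were also lower in OA mice, by a median of -1.08. A technical difference between the OA and the serum microarrays therefore stays open for Ace.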

In our study, Ace expression level did not significantly change over time. Finally, we considered transcription of genes involved in surfactant lipid biosynthesis and surfactant-associated proteins. In a previous study, authors quantified expression levels of 5 genes involved in the surfactant lipid biosynthesis and 5 genes involved in the surfactant-associated protein biosynthesis [20]. Expression levels of these genes decreased significantly in mice developing ALI. Out of these 10 genes, 4 are present on MUSV29K: Slc34a, Fasn, Sftpd and Napsa. In our study, Slc34a, involved in surfactant lipid biosynthesis, is the only gene whose expression level changed significantly over time. It belongs to the cluster Late and its expression level increased over time after OA injection to reach a peak at 24 hours incubation.

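Slc34a2, the symbol under which the clone is listed, stood 1.12 ± 0.13 (SD, n = 4 mice) above serum at 1 hour, 0.65 ± 0.15 (n = 6) at 1.5 hours, 0.56 ± 0.26 (n = 7) at 3 hours, 0.67 ± 0.12 (n = 4) at 4 hours, 0.36 ± 0.06 (n = 3) at 18 hours and 1.04 ± 0.29 (n = 3) at 24 hours on the log2 scale. The 6 time points differed (limma, Benjamini-Hochberg adjusted p = 0.00079), in a test that leaves out the error of the serum means. The stages, at 0.83, 0.60 and 0.70, did not differ (adjusted p = 0.275). The late stage differed from the mean of the others by -0.02, by 0.26 (adjusted p = 3.23e-05) without the first serum mouse at 3 hours and by -0.30 (adjusted p = 0.0116) without the second, and the sign also changed without any 1 of the 3 OA mice at 18 hours, of the mice P2L2 and P3L2 at 1 hour or of the first serum mouse at 18 hours, with no call. Before subtraction the OA mice were at 12.78 early, 12.54 in the intermediate stage and 12.37 late (adjusted p = 0.0349). The highest stage was also the early one in the authors' deposited table (adjusted p = 0.0476). Sftpd was at -0.40 ± 0.20 (n = 10), 0.30 ± 0.14 (n = 11) and -0.61 ± 0.18 (n = 6) in the early, intermediate and late stages (adjusted p = 1.56e-08), but at 13.36, 13.50 and 13.44 before subtraction (adjusted p = 0.375). The serum mice at 3 hours lay at 12.24 and 14.17, and without the first, the dimmer, Sftpd in the intermediate stage was -0.16 below the other stages (adjusted p = 0.0176). Fasn, on its brighter clone, was at -1.21, -1.19 and -1.42 in the 3 stages (adjusted p = 0.541) and Napsa at 0.05, 0.29 and 0.42 (adjusted p = 0.204). Fasn was called between stages in the authors' deposited table (adjusted p = 0.00167) and without the first serum mouse at 3 hours (adjusted p = 0.0257), and Napsa with the fitted signal at constant diameter (adjusted p = 0.0313). Both were called with the serum microarrays read by the fitted signal at calculated diameter (adjusted p of 0.00166 and 0.0467). Napsa was highest early in that setting. Averaged over the time points with serum mice, the brighter Fasn clone was lower in OA mice by -1.30 (adjusted p = 2.21e-08) and the dimmer by -1.41 (adjusted p = 5.28e-09), while Slc34a2 was higher by 0.75 (adjusted p = 9.56e-07). With each microarray centred on its median, in place of quantile normalization, Slc34a2 was at -0.03, 0.12 and -0.06 in the 3 stages. Its rise over serum thus depended on the normalization, whereas the brighter Fasn clone stayed lower, at -1.47, -1.40 and -1.81. After quantile normalization the spots of the Arabidopsis cDNA CG03 were also lower in OA mice, by a median of -1.08. A technical difference between the OA and the serum microarrays therefore stays open for Fasn, and median centring does not exclude it.

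**Figure D1:**
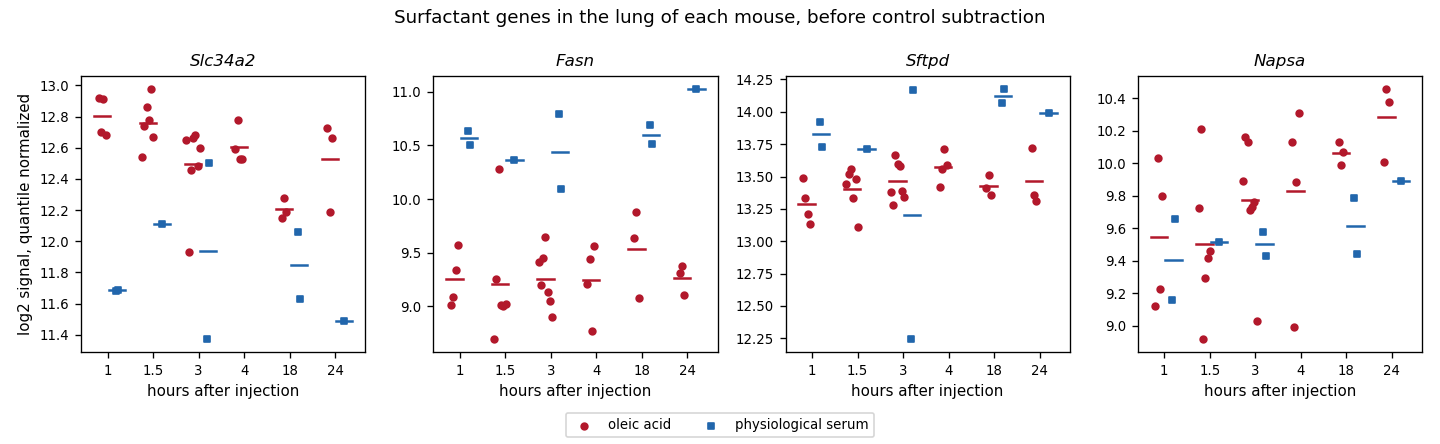
Normalized log2 signal of Slc34a2, Fasn (brighter clone), Sftpd and Napsa in each mouse by hours after injection, before subtraction of the serum means. Circles are mice given oleic acid, squares are serum mice and lines are the means of a group. The lower Sftpd value of the 3 hours serum mice, 12.24, lies apart from every other mouse, and Slc34a2 in OA mice averaged 12.80 at 1 hour and 12.21 at 18 hours.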

Overall, our gene expression analysis revealed marked changes in pathways involved in the immune and inflammatory responses, and also lipid metabolism and transcription. First, the pro-inflammatory phase is activated with high expression level of genes involved in inflammation and immune response. Then, inflammation is spreading into inflamed tissues. And, later, transcription is activated and lipid metabolism seems highly disturbed.

## Discussion

### Data summary

In this study, we have searched for genes and physiological pathways potentially involved in ALI. To this purpose, we analyzed differentially expressed genes in lung from C57BL/6J mice at different stages of inflammation. We found that injection of OA deeply alters gene expression. In particular, we identified 3 clusters of genes specifically highly expressed either at early time-points (early-inflammatory stage), at late time-points (late-inflammatory stage), or at the time-points when the shift between early- and late-inflammatory stages occurs. 

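Set against the serum mice of the same time point by limma with Benjamini-Hochberg adjustment, OA mice differed at 2290 clones at 1 hour, of which 1266 were higher and 1024 lower than in serum mice. At 1.5 hours 1076 clones differed (721 higher and 355 lower), at 3 hours 3054 (1809 and 1245), at 18 hours 2227 (1249 and 978) and at 24 hours 1702 (1102 and 600). Where a time point has a single serum mouse, at 1.5 and 24 hours, that mouse was assumed to vary like the others. Averaged over the 5 time points, 4700 clones differed, 2619 of them higher and 2081 lower. Leaving out 1 serum mouse lowered the count at 1 hour to 1377 (the second mouse of that time), at 3 hours to 1783 (the first) and at 18 hours to 1204 (the second). Spots that hold no mouse cDNA differed as often as the clones. Tested together with them, 61.3% of the clones, 59.6% of the 512 empty spots and 99% of the 192 spots of the Arabidopsis cDNA CG03 were called, the last with a median difference of -1.08 on the log2 scale.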

In order to identify genes whose changes in expression levels are associated with lung inflammation, we performed a three class SAM procedure with a stringent false discovery rate of 5%. The procedure was conducted on the whole dataset. Because the technical procedure may affect the gene expression level, we adjusted the measurements of mice treated with OA to that treated with physiological serum. Thus, we identified 1000 genes differentially expressed between OA mice and physiological serum mice.

### Limits of the OA model

In this study, our first aim was to define a model of lung inflammation in mouse using OA. Despite its widespread use, the OA-induced ALI model has not been standardized. One to 2 ml of OA generates ALI when injected as a single bolus directly into the pulmonary circulation to an animal weighing 25 Kg [10]. However, both smaller and larger doses have also been used. At other times, the injection has been given in fractions, after sonication in saline, after OA dissolution in ethanol, or as continuous infusion. Each of these variations may alter the severity or extensiveness of the injury, resulting in different physiopathologic consequences. For example, Zhou *et al.* determined that an intravenous dose of 0.15 µL/g body weight OA in mice resulted in an approximate 24-hour survival rate of 75% [12]. Sixty minutes after OA injection, they observed severe alveolar damage with the development of alveolar edema, increased-permeability and abnormalities in oxygenation. Using doses of OA that were up to approximately 1.5 times the dose used by Zhou *et al.*, Ulrich *et al.* reported similar histopathological findings 1 hour after OA injection in mice [13]. A dose-related difference in mortality was observed in animals treated with 0.2 and 0.4 µL/g of OA administered through the tail vein, respectively. The higher dose was associated with 100% mortality, 30 to 40 minutes following OA administration.

Previous studies showed that a time-course ranging from 40 to 90 minutes was required to detect an inflammatory response [12]. The length of the incubation period required to detect a pro-inflammatory profile (expression levels of pro- and anti-inflammatory cytokine or lung histology) depended on the OA dosage. As mechanical ventilation induces by itself an inflammation [21], one can hypothesize that models using mechanical ventilation increased the inflammatory response. Given the contradictory results previously published regarding the kinetics of inflammation in mice, we quantified mRNA levels of pro- and anti-inflammatory cytokines before performing high-throughput gene expression analysis. Cytokines play a critical role as signaling molecules that initiate, amplify, and perpetuate inflammatory responses on a local and systemic basis.

### Timing of inflammation

We quantified expression levels of 4 cytokines 1 hour, 1.5 hours, 3 hours, 4 hours, 18 hours and 24 hours after OA incubation. Tnfα, Il6, Il10 and Il4 are commonly used to specifically study pro- and anti-inflammatory phases (figure 1) [22].

Tnfα is an early response cytokine. It plays an important role in immunity and inflammation, in the control of cell proliferation, differentiation and programmed cell death [23]. We found that, in our model without infection, Tnfα is temporarily highly expressed 60 to 90 minutes after OA injection (figure 1 B). This corresponds to the pro-inflammatory response.

Il6 is produced by a wide range of cells including monocytes/macrophages, endothelial cells, fibroblasts, and smooth muscle cells in response to stimulation by endotoxin [24]. Raised levels of Il6 have been described in a number of acute conditions such as burns, major surgery and sepsis [25]. Il6 is a ubiquitous cytokine playing a role on pro- and anti-inflammation. Several experimental models suggest a protective role for Il6 against inflammation [26]. Pro-inflammatory effects of Il6 have been shown in several tumor cell lines [27]. Il6 is also involved in the spreading of pro-inflammatory cells [28]. In our study, expression level of Il6 is maximum 3 hours after OA injection, interconnecting the pro- and anti-inflammatory phases (figure 1 C).

Il10, an anti-inflammatory cytokine [29], inhibits the release of pro-inflammatory cytokines such as Tnfα from monocytes/macrophages, thus preventing subsequent tissue damage [30]. The role of Il10 is essential to counter balance the pro-inflammatory response. In a previous study, Park *et al.* found a disproportionate anti-inflammatory response to the early pro-inflammatory response, which leads to ARDS [31]. In our study, Il10 expression increased from 3 hours and peaked 4 hours after OA injection which corresponds to the anti-inflammatory response to Tnfα (figure 1 D).

Il4 is also an anti-inflammatory cytokine which down-regulates local levels of pro-inflammatory cytokines and chemokines [32]. We found that its production was simultaneous with Il10 expression peak. This finding confirms the timing of the anti-inflammatory phase (figure 1 E).

The quantification of expression levels of 4 pro- and anti-inflammatory cytokines by real-time PCR allowed us to identify two phases during inflammation. We identified the pro-inflammatory phase based on the high expression level of Tnfα 1.5 hours after OA injection. Later, 3 to 4 hours after OA injection, anti-inflammatory cytokines Il10 and Il4 are highly expressed. Meantime, Il6, which has pro- and anti-inflammatory activities, is highly transcribed 3 hours after OA injection. Given the contradictory results previously published, this preliminary step was essential to timely identify pro- and anti-inflammatory phases in our model and then perform large-scale transcriptional study considering each phase of inflammation described.

### An early inflammatory and immune response

Once our mouse model of lung inflammation settled, we identified molecular pathways associated with lung injury.

Injection of OA rapidly affects the expression of genes involved in the defense response such as inflammatory and immune responses. 

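The 6 chemokine genes Cxcl5, Ccl22, Ccl4, Ccl3, Ccl6 and Ccl25 are carried by 11 clones. The mean of 4 of them was highest in the early stage, 3 were called between stages by limma with Benjamini-Hochberg adjustment (4 when adjusted over the list alone), and 1 was both, the dimmer clone of Ccl6 at 0.20, -0.13 and -0.21 in the early, intermediate and late stages (adjusted p = 0.0441). The brighter clone of Ccl6 was at 0.21 ± 0.44 (SD, n = 10), -0.13 ± 0.29 (n = 11) and -0.04 ± 0.24 (n = 6) with an adjusted p of 0.132, which fell below the threshold without the first serum mouse at 3 hours (0.026) or without P2L3 at 1 hour (0.0267). Ccl4 was at 0.33 ± 0.20, 0.83 ± 0.12 and 0.65 ± 0.17 (adjusted p = 3.52e-05), highest in the intermediate stage, while before subtraction it was at 7.44, 7.43 and 7.45 (adjusted p = 0.968). With each microarray centred on its median Ccl4 was highest late and not called (0.131). The same held with the fitted signal at constant diameter (0.092) and with the serum microarrays read by the fitted signal at calculated diameter (0.174). In the authors' deposited table Ccl4 was highest early (adjusted p = 7.57e-07), as was Ccl25 (adjusted p = 0.000637). Here the brightest clone of Ccl25 was at 0.36, 0.77 and 0.18 (adjusted p = 0.00055), and not called without the first serum mouse at 3 hours (0.139). Cxcl5 was at 0.18, 0.10 and 0.08 (adjusted p = 0.799). The brighter clones of Ccl22 and Ccl3 had adjusted p of 0.735 and 0.287, and Ccl3 was called without either of the serum mice at 3 hours (0.00184 without the first, 0.0122 without the second). Over the 11 clones the early stage lay 0.0122 above the mean of the others, with a median of -0.0392 (limma's camera with Benjamini-Hochberg adjustment over 48 tests, adjusted p = 0.949).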

Expression level of numerous chemokines such as Cxcl5, Ccl22, Ccl4, Ccl3, Ccl6 or Ccl25 increased rapidly and allowed recruitment of specific leukocyte subpopulations to sites of tissue damage (see supplementary data file S4) [33]. The expression of pro-inflammatory cytokines and chemokines has been previously observed in transcriptional studies of infection in model organisms. Calvano *et al.* showed, in human blood leukocytes, an over-expression of pro-inflammatory chemokines 2 hours to 4 hours after endotoxin administration [34]. The activation of cytokines following inflammation has also been observed in lung by Chinnaiyan *et al.* in a transcriptional study of systemic inflammation in a cecal ligation/puncture model of sepsis in rat [35]. Also, the MAPK signaling pathway, involved in cell proliferation, differentiation and inflammation is activated (see supplementary data file S4) (figure 6). 

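The MAPK genes of Data file S4 are carried by 20 clones of 15 genes, of which 12 clones were called between stages (12 also when adjusted over the list alone) by limma with Benjamini-Hochberg adjustment, and 3 of these were highest early. Fgf1 was at -0.03 ± 0.22 (SD, n = 10 mice) early, -0.31 ± 0.09 (n = 11) in the intermediate and -0.38 ± 0.34 (n = 6) in the late stage (adjusted p = 0.016, and 0.0601 without the second serum mouse at 1 hour). Mknk2 was at -0.81, -1.24 and -1.61 (adjusted p = 0.00109) and Rps6ka3 at -0.08, -0.22 and -0.36 (adjusted p = 0.0233, and no longer called without the second serum mouse at 18 hours, 0.237, the second at 1 hour, 0.0545, or P8L1 at 24 hours, 0.061). Levels below 0 are below those of the serum mice. A further 12 of the 20 clones were highest in the intermediate stage and 4 late. Dusp1 was at 1.01 ± 0.54, 1.14 ± 0.50 and 0.29 ± 0.47 (adjusted p = 0.015, and 0.0531 without P10L1 at 18 hours), and before subtraction at 10.04, 9.69 and 9.16 (adjusted p = 0.053). Map3k6 was at 0.00, 0.73 and -0.23 (adjusted p = 0.0242, and 0.704 without the second serum mouse at 3 hours) and Mknk1 at 0.17, 0.41 and 0.04 (adjusted p = 0.00749, and 0.473 without the first serum mouse at 3 hours). Map4k1, Pak1 and Pak2, which the text names and Data file S4 does not list, were not called, with adjusted p of 0.195, 0.0554 and 0.164. Pak1 was highest late, at 0.62 against 0.20 early and 0.24 in the intermediate stage. It was called when adjusted over the list alone (0.0495). Over all clones it was called without any 1 of 8 mice, with an adjusted p down to 0.00527 without P12L1. Over the 20 clones the early stage lay 0.0493 above the others (camera, adjusted p = 0.416) and -0.0256 below them without subtraction of the serum means (adjusted p = 0.802).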

Three regulated groups of MAPK are activated: the extracellular signal-related kinases (ERK) with genes such as Fgf1, Rasa2, Ras, Dusp1, Mknk1, Mknk2 or Rps6ka3; the Jun amino-terminal kinases (Mapk8, Mapk9, Mapk10) with Il1, Map4k1, Pak1, Pak2 and Dusp1; and the p38 proteins with Il1, Map3k7ip1, Map3k7ip2, Dusp1 and Map3k6. Il1b is known to participate in ARDS pathogenesis [36]. The MAPK cascade pathways are critical for the transmission of activated cell surface receptor signals to invoke multiple regulated intracellular processes. 

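Il15ra was above the serum mice at every time point, by 1.06 ± 0.36 (SD, n = 4 mice) at 1 hour, 0.76 ± 0.46 (n = 6) at 1.5 hours, 1.58 ± 0.20 (n = 7) at 3 hours, 1.56 ± 0.24 (n = 4) at 4 hours, 1.33 ± 0.21 (n = 3) at 18 hours and 1.13 ± 0.13 (n = 3) at 24 hours on the log2 scale. Averaged over the time points with serum mice, the difference was 1.17 (standard error 0.14, limma, Benjamini-Hochberg adjusted p = 3.33e-08). In that comparison 59.6% of the empty spots were called too, most of them lower in OA mice. A technical difference between the OA and the serum microarrays therefore stays open for Il15ra. The stages, at 0.88, 1.57 and 1.23, also differed (adjusted p = 0.00047), with the intermediate stage highest. This call was lost without the first serum mouse at 3 hours (adjusted p = 0.111) and before subtraction, where the OA mice were at 7.78, 8.11 and 8.10 (adjusted p = 0.168). It was also lost with each microarray centred on its median (0.197) and with the fitted signal at constant diameter (0.07). The same held with the serum microarrays read by the fitted signal at calculated diameter (0.802). In the authors' deposited table the early stage was highest (adjusted p = 0.00362).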

We also noticed over-expression of Il15ra which blocks Il15, an inhibitor of Tnfα [37]. Activation of inflammatory and immune responses early after OA injection validates our inflammation model in mouse [23].

**Figure 6:**
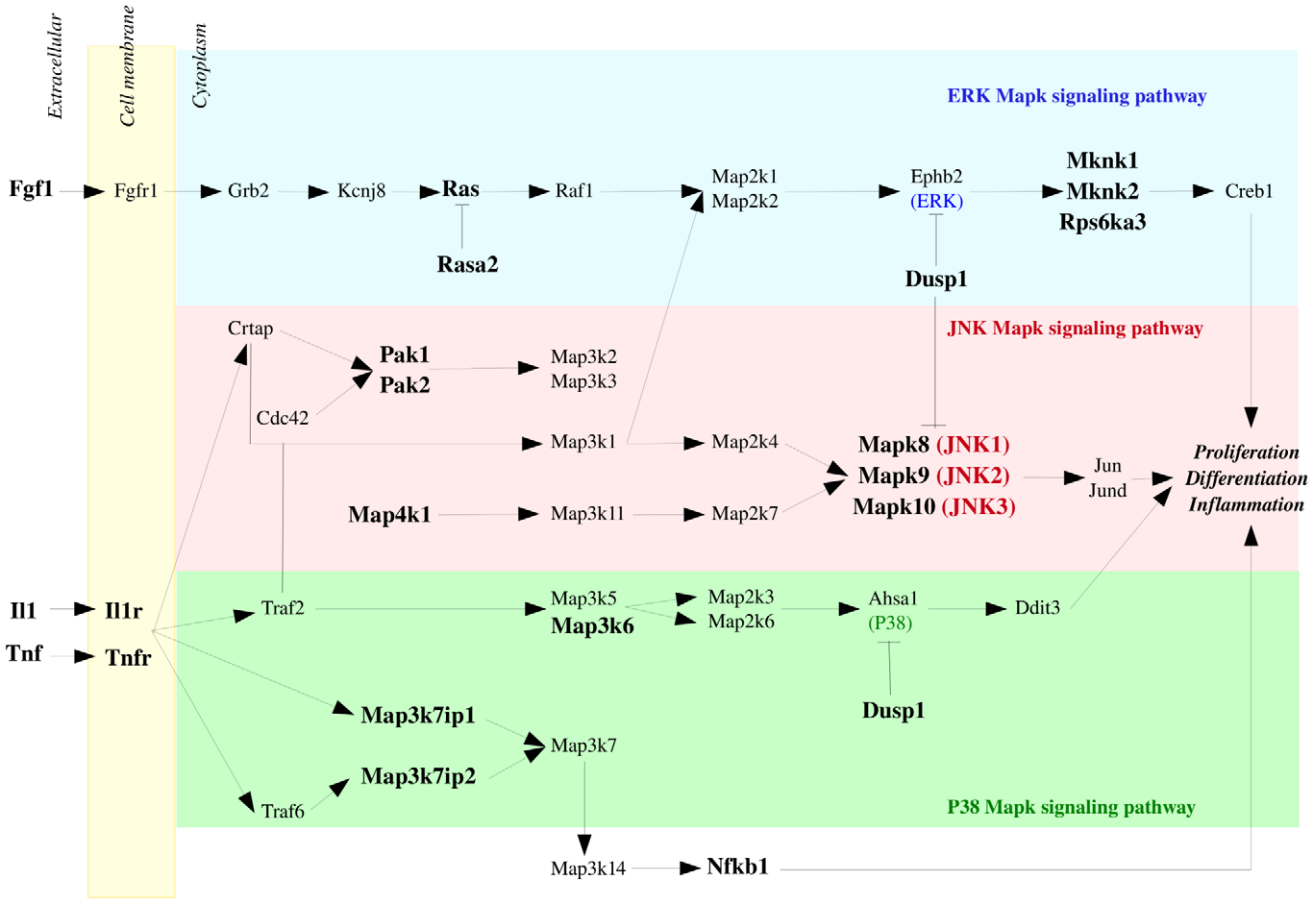
MAPKinase Signaling Pathway. The 3 major groupings of mitogen-activated protein kinase (MAPkinase) pathways are activated rapidly after OA injection. Genes belonging to the extracellular signal-related kinases (ERK) (blue), the Jun amino-terminal kinases (pink) and the p38 proteins (green) are up-regulated early after OA injection. These genes are represented in bold.

### An intermediate spreading of inflammation

The transition phase at 3 hours –4 hours which followed the pro-inflammatory phase corresponds to the spreading of inflammation. Among genes whose expression level reaches a maximum at this time-point, we found transmembrane adhesion molecules (Cd44, Pecam1 and Icam1) as well as endothelial cell adhesion molecule (CAM) (Cd34, Icam1, Glycam1 and Pecam1) (see supplementary data file S4) [37]–[38]. It has been previously shown that CAM adhesion molecules are strongly involved in the inflammatory process by modulating the leukocyte trafficking [38]–[39]. 

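The 5 adhesion genes of Data file S4 are carried by 8 clones, of which 4 were highest in the intermediate stage and 2 of these were called by limma with Benjamini-Hochberg adjustment, alone among the 8 (2 also when adjusted over the list alone). Glycam1 was at 0.63 ± 0.19 (SD, n = 10 mice), 1.04 ± 0.16 (n = 11) and 0.79 ± 0.17 (n = 6) in the early, intermediate and late stages (adjusted p = 0.000645), and before subtraction at 6.96, 6.95 and 7.06 (adjusted p = 0.591). The dimmer clone of Pecam1 was at 0.53, 1.16 and 0.64 (adjusted p = 0.0067) and the brighter at -0.15, 0.31 and 0.17 (adjusted p = 0.415). Icam1 was at 0.16 ± 0.32, 0.39 ± 0.29 and 0.14 ± 0.20, a difference within the spread of the mice (adjusted p = 0.196). The brighter clone of Cd44 was at 0.01, -0.08 and -0.04 (adjusted p = 0.762). Cd44 was highest in the intermediate stage in the authors' deposited table (adjusted p = 2.17e-12), and lowest there without the first serum mouse at 3 hours (adjusted p = 0.0167). The brighter clone of Cd34 was at -0.29, -0.60 and -0.28 (adjusted p = 0.0663), and its intermediate stage was called lower without any 1 of 6 mice, with an adjusted p down to 0.000892 without the first serum mouse at 3 hours. Over the 8 clones the intermediate stage lay 0.0879 above the others (camera, adjusted p = 0.741) and -0.0203 below without subtraction (adjusted p = 0.971). The called clones of Glycam1 and Pecam1 had mean signals of 6.98 and 5.49, below the 95th percentile of the empty spots (8.92). Of the 8 clones, 2 lay above that percentile.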

B and T cell lymphocytes interact with a variety of cells as part of their immune function allowing inflammatory signals to circulate between organs. The interaction of lymphocytes with other cell types like vascular endothelial cells requires transmembrane adhesion molecules. Each of these lymphocyte adhesion molecules interacts with specific ligands expressed on cells like endothelial cells to moderate adhesion between cells. Cd44 is an adhesion molecule with several roles, including interaction of leukocytes with endothelial cells in response to inflammation [40]. Pecam1 mediates the spreading of monocytes and other immune cells into inflamed tissues through interaction with vascular endothelial cells [41]. Expression of intercellular adhesion molecule-1 (Icam1) is increased by inflammatory signals, leading to higher adhesion and permeation of lymphocytes into inflamed tissues. Icam1 is an inducible protein expressed on the surface of endothelial cells. Under physiological conditions, Icam1 is not constitutively expressed, or is expressed at low levels in most tissues. In inflammatory states, it has been shown that expression level of Icam1 is up-regulated by Tnfa [42]. It has been shown that increased expression of Icam1 protects lung against injury by neutralizing antibodies or targeted gene deletion during bacterial sepsis, acute pancreatitis and trauma [43]. As Icam1 deficiency interferes with neutrophil recruitment, these results support the concept of a therapeutic strategy directed against neutrophil migration and activation. During inflammation, leukocytes bind to endothelial CAM and then migrate across the vascular endothelium.

There is a clear link between blood and inflammation as blood carries the inflammation throughout the entire organism. We found, in cluster Intermediate, 9 genes such as Cd34, Cd44, Il7r, Csf1 and Cd38 leading to differentiation of blood cells (see supplementary data file S4). 

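Besides Cd34 and Cd44, the blood cell genes Il7r, Csf1 and Cd38 are carried by 5 clones, of which limma with Benjamini-Hochberg adjustment called 4 (4 also when adjusted over the list alone), and 2 of them were highest in the intermediate stage. These were the brighter clone of Il7r, at -0.04 ± 0.22 (SD, n = 10 mice), 0.48 ± 0.26 (n = 11) and 0.18 ± 0.42 (n = 6) in the early, intermediate and late stages (adjusted p = 0.00413), and the dimmer clone of Csf1, at -0.33 ± 0.25, 0.08 ± 0.16 and -0.52 ± 0.16 (adjusted p = 7.86e-05). The dimmer Il7r clone was at -0.40, -0.07 and -0.02 (adjusted p = 0.00126). The brighter Csf1 clone was at -0.08, -0.11 and -0.22 (adjusted p = 0.705). Cd38 was highest late, at 0.67 ± 0.08 against 0.33 ± 0.33 early and 0.13 ± 0.23 in the intermediate stage (adjusted p = 0.00409). None of the 5 clones was called before subtraction of the serum means (1 when adjusted over the list alone). Over 7 clones of 4 of these genes the intermediate stage lay 0.0614 above the others (camera, adjusted p = 0.869).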

Blood-cell development progresses from an hematopoietic stem cell which can differentiate into several lineages such as T lymphocytes, B lymphocytes, NK cells, erythrocytes or platelets. Cells undergoing this differentiation process express a stage- and lineage-specific set of surface markers. Therefore cellular stages are identified by the specific expression patterns of these genes. Cd34 is an adhesion molecule with a role in early hematopoiesis by mediating the attachment of stem cells to the bone marrow extracellular matrix or directly to stromal cells [44]. Cd44 is involved in lymphocyte activation [40]. Il7r is the receptor of Il7 which is involved in the regulation of lymphopoiesis. Response of cells to Il7 is dependent on the presence of the Il7r [45]. Csf1 induces cells of the monocyte/macrophage lineage [46].

We were able to visualize the spreading of inflammation as many genes involved in leukocyte transendothelial migration and CAM clustered together. Spreading of inflammation is part of the pro-inflammatory response to inflammation. We observed that high expression level of genes involved in the spreading of inflammation signal follows the high expression level of genes involved in inflammation and immune processes. This is probably due to the fact that vascular endothelium is the target of pro-inflammatory cytokines. Once the vascular endothelium activated, genes involved in cell adhesion are expressed and leukocytes are transferred from circulating blood to the site of inflammation.

### A late disruption of lipid metabolism

In our study, we found a late disruption of gene expression level related to lipid metabolism. Indeed, among numerous genes whose expression level increases at 3 to 4 hours and reach a peak at 18 hours–24 hours, 21 belong to the lipid metabolic process (figure 5 and see supplementary data file S4). 

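The lipid metabolism genes of Data file S4, 26 genes on 33 clones, were highest late for 7 clones, in the intermediate stage for 15 and early for 11. Of the 19 clones called by limma with Benjamini-Hochberg adjustment (19 also when adjusted over the list alone), 4 were highest late. Th was at -0.25 ± 0.30 (SD, n = 10 mice) early, 0.23 ± 0.19 (n = 11) in the intermediate and 0.52 ± 0.12 (n = 6) in the late stage (adjusted p = 2.66e-05), and Ptdss1 at 0.63, 0.93 and 0.96 (adjusted p = 0.018). Abhd4 rose from -0.59 to -0.42 and -0.27 (adjusted p = 0.0159, and 0.127 without the second serum mouse at 18 hours). Mbtps1 was at 0.98, 0.66 and 1.28 (adjusted p = 0.00114, and 0.0917 without the first serum mouse at 3 hours). Hsd3b1, at 0.28, 0.89 and 0.77 (adjusted p = 1.16e-06), and Osbpl11, at 0.36, 0.83 and 0.22 (adjusted p = 2.79e-06), were highest in the intermediate stage. The interleukin Il4, which the list also holds, was highest early at 1.09, 0.49 and 0.43 (adjusted p = 6.24e-05). The mean signal of Il4, 5.91 on the log2 scale, lay below the 95th percentile of the empty spots, 8.92. Of the 33 clones, 16 lay above that percentile. Without subtraction 15 of the 33 clones were highest late and 5 were called (8 when adjusted over the list alone), among them both clones of A4galt, the brighter at 11.44, 12.25 and 12.35 (adjusted p = 0.0272), and Cyb5r3 at 10.05, 10.64 and 11.79 (adjusted p = 0.0415). With the lot as a block after subtraction, Cyb5r3 lay -0.66 below the other stages in the late stage. Over the 33 clones the late stage lay 0.00433 above the others, with a median of -0.0159 (camera, adjusted p = 0.877).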

Previous studies showed lipid metabolism disturbance soon after inflammation started. Hardardottir *et al.* have proposed that the changes in lipid and lipoprotein metabolism that occur during the host response to infection/inflammation include anti-infective and anti-inflammatory effects that contribute to the host defense [47]. Infection and inflammation are accompanied by cytokine-induced alterations in lipid and lipoprotein metabolism [48]. As expression level of numerous genes involved in lipid metabolism increased 3 to 4 hours after OA injection and are highly over-expressed 24 hours after OA injection, we believe that lipid metabolism disruption is related to the highly transcribed pro-inflammatory cytokines such as Tnfα and Il1. Indeed, we observed that expression level of Tnfα is maximum 1.5 hours after OA administration (figure 1 B) and Il1, which belongs to cluster Early, is highly expressed 1 hour–1.5 hours after OA administration (figure 4). 

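For Il1 the membrane carries 1 clone of Il1b. Its control-subtracted level was 0.89 ± 1.08 (SD, n = 4 mice) at 1 hour, -0.13 ± 0.57 (n = 6) at 1.5 hours, 0.54 ± 0.55 (n = 7) at 3 hours, -0.13 ± 0.38 (n = 4) at 4 hours, -0.33 ± 0.49 (n = 3) at 18 hours and -0.45 ± 0.55 (n = 3) at 24 hours. Over the 6 time points these differed (limma, Benjamini-Hochberg adjusted p = 0.0385), in a test that leaves out the error of the serum means. Over the stages, at 0.28 ± 0.92 (n = 10), 0.30 ± 0.58 (n = 11) and -0.39 ± 0.47 (n = 6), they did not (adjusted p = 0.173, and 0.0475 without the second serum mouse at 18 hours), and the early and intermediate means differed by less than the spread of the mice. Before subtraction the OA mice were at 8.53, 8.97 and 8.15 (adjusted p = 0.2).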

Il6 is highly expressed 3 hours after OA injection. Moreover, it has been previously shown that serum triglyceride levels, serum total cholesterol and LDL levels increased as a consequence of the highly transcribed pro-inflammatory cytokines [47], [49]. Simultaneously, during inflammation, there is a marked decrease in serum levels of HDL [50]. We do not believe that high expression level of genes involved in lipid metabolism is a direct consequence of OA itself. Indeed, even if OA belongs to the fatty acid family, several studies have shown that late disruption of the lipid metabolism is associated with inflammation. Worgall, for example, showed that expression of defective cystic fibrosis transmembrane conductance regulator (CFTR), the cause for cystic fibrosis, is associated with an inflammatory state and affects fatty acid and cholesterol metabolism which is associated, in great majority of patients, with decreased linoleic acid level and increased myristic, palmitoleic, stearic and oleic fatty acids levels [51]. Recently, there has been much interest in using Statin for sepsis [52]. Statin, which has lipid-lowering properties, reduce total cholesterol, LDL and triglyceride levels [53]. These previous works showed that triggers of inflammation which are not fatty acids led to disruption of lipid metabolism. Feingold *et al.* observed that the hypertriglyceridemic effect of LPS and cytokines is rapid, occurring 2 hours after administration and is sustained for at least 24 hours [16]. Channaiyan *et al*. showed, in a transcriptional study of systemic inflammation in a cecal ligation/puncture model (CLP) of sepsis in rat, that several genes involved in lipid metabolism are up-regulated in lung 6H after CLP [35]. In our study, the timing of the cytokine effect on genes related to lipid metabolism is similar. We showed here that lipid metabolism disturbance is a consequence of inflammation.

Most of the changes in genes related to lipid metabolism that are induced by inflammation are attributable to changes in gene transcription. The expression level of 189 genes involved in at least one out of the 25 GO categories belonging to the transcriptional process are part of the annotation cluster 1 identified by DAVID. They slowly increased 3 hours to 4 hours after OA injection to reach a maximum expression level after 18 hours to 24 hours OA incubation (supplementary table S1). This is probably the consequence of the high expression level of many pro-inflammatory cytokines identified in cluster Early (figure 5). In the promoter region of Il6 and Il1, transcription factors Nfkb1 and Cebpb (NF-IL6) are involved in the expression of many inducible cellular genes that encode cytokines, immunoregulatory receptors, and acute phase proteins [50]. Because many genes involved in regulating immune response and acute phase reaction contain both Cebpb and Nfkb1 sites, it is highly possible that cooperative interactions between Cebpb and Nfkb1 play an important role in the expression of cytokines. For many positive acute phase proteins, transcription activities of their corresponding genes increase during inflammation, reaching a maximum level between 18 hours and 36 hours after inducing an acute inflammation [54]. Our results confirm these findings. Indeed, pro- and anti-inflammatory cytokines highly expressed respectively at early and late stages of the inflammation process induce the transcription of many other genes later after OA injection. Also, Calvano *et al.* showed in their microarray study in 2005 that, in human blood leukocytes, 4 hours to 6 hours after endotoxin injection, the expression of numerous transcription factors was increased. Among them, the expression of several members of the nuclear factor kappa/relA family of transcription factors (Nfkb1, Nfkb2, Rela, and Relb) reached their zenith [34].

We expected a massive release of inflammatory mediators soon after OA injection followed by the release of anti-inflammatory mediators [55]. This sequence of events has been previously described by authors studying sepsis [56]. The response to inflammation we observed and which lasted over 24 hours has been previously described associated with infection [47]. Observing these responses associated with only inflammation justifies the need to fully describe gene expression profiles during inflammation and therefore, it will become possible for other research groups to identify specific responses to infections during sepsis.

### Potential targets for therapy

By looking at how changes in gene expression occur through time during lung inflammation, we could confirm or invalidate targets previously identified for therapy.

Among these candidates, Smad7 has been identified [57]. Transient gene transfer and expression of Smad7, introduced by recombinant human type 5 adenovirus vector into the lungs, prevented pulmonary fibrosis induced by bleomycin in mice [57]. Smad7 is an intracellular antagonist of Tgfb signaling [57]. It inhibits Tgfb-induced transcriptional response. Moreover, it is thought that prolonged overproduction of Tgfb induced by repeated chemical or biological injury leads to the accumulation of pathological amounts of extra-cellular matrix in the lung tissue, which is followed by functional deterioration [17]. We believe Smad7 is a good candidate for gene therapy because it belongs to the set of significantly differentially expressed genes across time and its expression level increased 3 to 4 hours after OA injection to reach a maximum expression level 24 hours after injection.

We also considered the angiotensin-converting enzyme gene (Ace) which can predict susceptibility and outcome in ARDS. Circulating Ace derives largely from the pulmonary endothelium. Its release in circulation is affected by extensive endothelial damage [18]. Septic ARDS patients have markedly decreased serum Ace levels compared to those of non-septic ARDS patients [19]. In our non-septic model of ALI, Ace expression level did not significantly change over time.

Finally, we considered transcription of surfactant lipid and surfactant-associated proteins. During ALI in mice, epithelial cell injury leads to reduced surfactant biosynthesis. It has been previously shown that maintenance of surfactant-associated protein B (Sftpb) transcript levels is necessary for over-expression of mouse transforming growth factor α (Tgfa) involved in protection against nikel-induced lung injury [20]. Out of the 10 candidate genes previously identified, 4 are present on MUSV29K: Slc34a, Fasn, Sftpd and Napsa. In our study, Slc34a, involved in surfactant lipid biosynthesis, is the only gene whose expression level changed significantly over time. It belongs to the cluster Late and its expression level increased over time after OA injection to reach a peak at 24 hours incubation.

Our wide-scale transcriptional study identified pathways and specific genes involved in response to inflammation. We found several potential candidates for gene therapy such as Smad7. Since there has been great progress in delivering genes to the lungs over the past decade, gene therapy is expected to become a new tool in addition to classical approaches for treating inherited and acquired diseases including ARDS in the near future.

### Conclusion

In this study, we pictured gene expression profiles during inflammation according to the time-course. Overall, our microarray analysis gives a global overview of critical events occurring during lung inflammation. We have first confirmed that gene-expression profiling discriminates between pro- and anti-inflammatory phases during lung inflammation. The analysis of gene functional annotation reveals several major features. First, it visualizes at transcription level the pro-inflammatory stage characterized by the release of immune response and activation of inflammatory mechanisms. We observed that these pathways are activated soon after the initiation of lung injury. Then the Intermediate cluster revealed that the immune cells migrate into inflamed tissues through interaction with vascular endothelial cells. Finally, at late stage of the inflammation, metabolism is deeply disturbed. We also showed here that inflammation is associated with marked changes in lipid and lipoprotein metabolism suggesting that lipoproteins seem to participate in innate immunity.

This inflammation model in mouse is the first step toward the identification of the molecular mechanisms involved in the infection process at different steps of inflammation. From now on, when studying the impact of an infection at the transcriptional level, we will be able to distinguish between the gene expression level variations due to the pathogen itself and the ones resulting specifically from the inflammation associated with infection. In our study, by identifying numerous common pathways, we showed that the inflammation alone which is a component of infection has to be considered separately from infection.

Furthermore, it is reasonable to think that the impact of a pathogen on an inflamed organ depends on the pre-existing inflammation. Inoculation of an infectious agent has to take into account timing of the pre-existing inflammation (pro- or anti-inflammatory stage). We reached our first objective of characterizing inflammation across a time-course. Next, we will induce an infection in mouse undergoing inflammation at different time-points (pro- vs. anti- inflammatory phases) using group B streptococcus.

## Materials and Methods

### Experimental groups

Wild-type female C57Bl/6J mice, 7 weeks old, were obtained from Charles River and housed in a specific pathogen-free animal facility. We studied 35 mice divided into 6 groups (figure 7). Each group included one or two mice administered with physiological serum and 3 to 7 mice administered with OA, which correspond to biological replicates. Each group was identified according to the incubation time: 1 hour, 1.5 hours, 3 hours, 4 hours, 18 hours and 24 hours. All experimental procedures involving animals were approved by the veterinary office of the Ministry of Agriculture, France (authorization number: 13–27).

**Figure 7:**
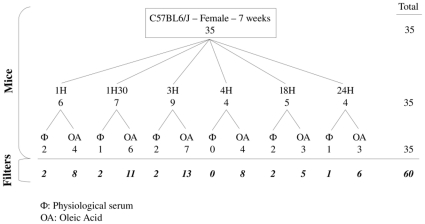
Experimental design of the experiment. We studied 35 mice C57BL6/J, female, 7 weeks old. We divided these mice into 6 groups based on the incubation time (1H, 1H30, 3H, 4H, 18H, and 24H). In each group, mice are divided into 2 subgroups depending on the injection: OA or physiological serum. 25 samples have been hybridized on 2 microarrays consisting in technical replicates and 10 samples have been hybridized once. We performed 60 hybridizations.

### Injections

Female C57Bl/6J mice were anesthetized with 5% Xylazine–20% Ketamine (0,1 ml/10 g). We injected 20 µl of physiological serum in the control mouse at each time-point and 20 µl of OA (1,2 µl/g body weight, sigma #27728-1L-R) in the other 27 mice of our study. Administration of physiological serum and OA was done through the tail vein with a 0.3-ml insulin syringe (BD #320837).

### Sacrifice and organ removal

Each group of mice was sacrificed 1 hour, 1.5 hours, 3 hours, 4 hours, 18 hours or 24 hours after injection of OA or physiological serum by exanguination through the eye vein. For each mouse, we collected the smallest lung for RNA extraction in 4 ml Trizol. The lung was immediately fractionated using a polytron (T8 Ultra-Turrax, IKA WERKE #3420000) and kept at −20°C.

### Lung histology

The lung was fixed in 4% Paraformaldehyde and paraffin embedded. Five µm sections were cut and stained with Harri's hematoxylin and eosin (H&E) for morphological examination. Lung inflammation was assessed by studying the following morphological criteria: alveolar/interstitial edema, presence of fibrin, alveolar/interstitial neutrophils. All slides were coded and evaluated in a blinded fashion to prevent bias.

### RNA extraction

Total RNA from lung was extracted using TRIzol reagent (Invitrogen, #15596-026). The quality of RNA was confirmed on a 1% denaturing agarose gel, and the concentration of RNA was determined by reading absorbance at 260/280 nm.

### Real-Time PCR

Real-time RT-PCR amplification was performed using primer sets for one control gene: Actb (5′-ACTCTTCCAGCCTTCCTTC-3′ and 5′-ATCTCCTTCTGCATCCTGTC-3′), two pro-inflammatory genes: Tnfα (5′-CCCTCACACTCAGATCATCTTCT-3′ and 5′-GCTACGACGTGGGCTACAG-3′) and Il6 (5′-TAGTCCTTCCTACCCAATTTCC-3′ and 5′-TTGGTCCTTAGCCACTCCTTC-3′), and two anti-inflammatory genes: Il10 (5′-GCTCTTACTGACTGGCATGAG-3′ and 5′-CGCAGCTCTAGGAGCATGTG-3′) and Il4 (5′-TGGATCTGGGAGCATCAAGGT-3′ and 5′-TGGAAGTGCGGATGTAGTCAG-3′). cDNA was synthesized using 5 µg of RNA, 1 mM dNTP, and1 µg dt25 primer. After 5minutes at 65°C, 10 mM DTT, 40 U RNAaseIN (Promega,#N261B) and 400U of Superscript II transcriptase (Invitrogen, #18064-014) were added. This mix has been maintained 2 hours at 42°C and 15 minutes at 70°C. 1 µl of RNAaseH (Invitrogen,#18021-014) has then been added and the samples have been kept at 37°C for 20 minutes. 1 µl of the RT product was then amplified for 2minutes at 50°C, 10minutes at 95°C followed by 40 cycles (15 sec at 95°C, 30 sec at 60°C, 30 sec at 72°C) followed by one cycle of 72°C for 10minutes and 95°C for 15 sec. This was done in a 25 µl reaction mix containing 1X Power SYBR Green PCR Master Mix (Applied Biosystem, #4367659) and 25pM of each primer using the ABI PRISM 7000 sequence Detection System (Applied Biosystem).

Relative expression of the RT-PCR products was determined using the comparative CT method based on the mathematical model from M.W. Pfaffl [58]. Relative expression values for each pro-inflammatory and anti-inflammatory gene were expressed as a ratio of pro/anti-inflammatory gene expression level after OA injection to the same pro/anti-inflammatory gene expression level after physiological serum at the same time-point. Each sample was run in triplicate. At least 2 negative controls without template or with lung RNA were systematically conducted with each amplification.

### Microarray design

cDNA microarrays were designed and prepared as described by Puthier *et al.* [59]. The microarrays used in this study, MUSV29K, contain 7771 sequences. The following cDNA libraries were used: the NIA Mouse 15K cDNA clone set, 2NbMT (thymus), NbMLN (lymph node), and 3NbMS (spleen). Detailed descriptions of these cDNA libraries are available at the UniGene database website (2NbMT: Lib.544, 3NbMS: Lib. 553, NbMLN: Lib.567, NIA 15K: Lib. 8622) [60]. All of the libraries were cloned into pT3T7D-Pac vector, except for the NIA 15K Mouse cDNA clone set, which was cloned into pSPORT1 vector. The NIA 15K Mouse cDNA clone set is a re-arrayed and resequenced set of 15 000 bacterial clones derived from 11 embryo cDNA libraries [61]. 2NbMT, NbMLN and 3NbMS are sequenced I.M.A.G.E libraries. These libraries contain 84127 clones. We used the Microarrays Quality Control tool to select clones matching a single region on the mouse genome and for which at least one 3′ EST and one 5′EST have been identified [62]. We selected 7771 bacterial clones matching 6622 mouse genes. 

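Among the 7625 clones that carry a gene symbol in the deposited spot list, 4495 symbols have 1 clone and 1388 symbols (23.6% of 5883) have 2 or more. These 1388 symbols make 2223 pairs of clones. Over the 27 OA mice the median Pearson correlation between paired clones was 0.17, and 67.9% of the pairs correlated above 0. The median of 10000 random pairs of clones of different genes was 0.0129 (permutation of the gene symbols, one-sided, p = 1e-04, the smallest these permutations can give). Over clones above the 95th percentile of the empty spots in at least 14 of the 27 mice, 570 pairs had a median correlation of 0.335.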

73% (4833) of the genes are represented by a single cDNA clone and about 27% (1789) of the genes included in this gene set are represented by two or more different cDNA clones, providing internal controls to assess the reproducibility of gene expression measurements. 

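The deposited spot list holds 8 positive control spots, 512 empty spots, 192 spots of CG03 and 1647 spots with no gene name. The last 3 kinds make 2351 spots. On the log2 scale the median CG03 spot was 2.64 above the median clone on the median OA microarray and 4.48 above it on the median serum microarray. After normalization each spot was averaged over mice. The median empty spot was then at 6.19 in OA mice and 6.54 in serum mice, the median clone at 8.42 and 8.41, and the median CG03 spot at 11.15 and 12.27. Between stages, limma with Benjamini-Hochberg adjustment over all kinds of spots called 56.2% of the empty spots after subtraction of the serum means and 1.37% without it, where it called 5.05% of the clones.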

We also added 8 positive controls (poly-A LBP2S and Cot1, a mix of DNA fragments containing repeated sequences) and 2205 negative controls (empty spots and CG03, an *Arabidopsis thaliana* cDNA sequence). In summary, the MUSV29K mouse microarray we designed contains 9984 spots, identifying 6622 mouse genes.

### Microarray preparation

PCR amplifications were performed in 96-well microliters plates using the following primers: 5′-CCAGTCACGACGTTGTAAAACGAC-3′ and 5′-GTGTGGAATTGTGAGCGGATAACAA-3′. The reactions were performed as described in Diehl *et al.* [63] by transferring few *Escherichia coli* from a growth culture with a plastic 96pins replicator (Proteigene, #X5055) to 100 µl of PCR mix pH 8,5 containing 1,5 mM MgCl2, 1 M Betain, 375 µM dATP, dTTP, dGTP, dCTP, and 5 U of GoTaq DNA polymerase (Promega, #M3171). The plates were incubated for 6 min at 94°C, before 38 cycles of 94°C for 30 seconds, 65°C for 45 seconds and 72°C for 3.5 minutes, followed by a final elongation phase at 72°C for 10 minutes. Amplification products were not quantified, but their quality was systematically checked on 1% agarose gels. 11,03% of the bacterial clones were estimated to be non-amplified and 4,38% showed multiple bands after PCR amplification. Unpurified PCR products were then transferred to 384-well microplates using the TECAN Genesis workstation 150, before being evaporated. Each well was filled with 30 µl of distilled water, and its content spotted onto nylon membranes (Hybond-N+; Amersham Bioscience). This step was conducted using a MicroGrid-II arrayer (Apogent Discoveries) equipped with a 64-pin biorobotics printhead. Microarrays were hybridized with χdATP 33P-labelled probe, whose oligonucleotide sequence is common to all spotted PCR product (LBP2S 5′-TCACACAGGAAACAGCTATGAC-3′). It showed uniform signal intensities across individual membranes [64].

### Microarray data acquisition and analysis

10 mRNA samples extracted from 10 mice were run on a single microarray. In addition, 25 samples were run on two microarrays, and were considered as technical replicates. This corresponds to a total of 60 microarrays. 

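By the labels for the OA mice and the paper's Fig. 7 for the serum mice, 24 mice were hybridized on 2 microarrays and 11 on 1, with 1 microarray at 1.5 hours whose mouse stays unresolved. For OA mice there were 23 pairs of microarrays of the same mouse. Over the clones, which are not independent replicates, their control-subtracted values correlated with a median Pearson r of 0.776 (range 0.696 to 0.875), against 0.748 for 181 pairs of microarrays of different mice at the same time point. The mean r was 0.782 within mice and 0.739 between mice, a difference of 0.0438 (permutation test, one-sided, 100000 resamples, p = 0.00158). Before subtraction the medians were 0.94 and 0.932. limma on single microarrays, with the correlation within a mouse estimated at 0.278 by duplicateCorrelation, called 3454 clones between stages, 3093 of which were also called over mice.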

All microarray procedures were done at our microarray core facility [65]. CDNA were designed and prepared as described in Puthier *et al.* [59], using 5 µg of total RNA in the presence of α-dCTP 33P.

After image acquisition, data were processed as described in figure 3. Hybridization signals were quantified using the Bzscan2 software [66]. All images were carefully inspected and spots with overestimated intensities due to neighborhood effects were manually excluded. We used the NylonArray library for R locally developed by A. Bergon and D. Puthier [67]. This package contains functions to perform diagnosis and normalization of nylon microarray data. For each microarray, we obtained two datasets: the first was obtained by hybridizing the microarray with a probe, whose oligonucleotide sequence is common to all spotted PCR product (vector) and the second was obtained by hybridizing the microarray with lung cDNA (sample). The sample datasets were corrected for neighborhood effects and local background as described by F. Lopez *et al.* [66]. Quantile normalization was applied to sample data to correct for global intensity and dispersion.

Microarray data were statistically analyzed using the TIGR MeV (MultiExperiment Viewer) V4.3.01 software [68]. SAM (Significant Analysis of Microarrays) procedure was applied to look for time specific variation in gene expression in the dataset [14]. 

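Serum means were taken over the mice of a time point. The SD of serum mice within a time point was pooled over time points with 3 degrees of freedom. After limma moderated it across clones, its median over the clones was 0.25 on the log2 scale. The first serum mouse at 3 hours had the dimmest microarray of the series. Without that mouse 3711 clones were called between stages, and without the other serum mouse at 3 hours 4759, by limma with Benjamini-Hochberg adjustment. Replacing the 3 hours controls of the 4 hours mice by the mean of all serum mice gave 2464 clones, and leaving out the 4 hours mice gave 2607. Actb, often used as a reference gene, has 5 clones, and its brightest clone was at 14.20, 14.22 and 14.26 in the early, intermediate and late OA mice before subtraction (adjusted p = 0.762). After subtraction this clone was at 0.43 ± 0.09 (SD, n = 10), 1.19 ± 0.08 (n = 11) and 0.76 ± 0.15 (n = 6), with an adjusted p of 3.02e-10. With each microarray centred on its median, in place of quantile normalization, its intermediate stage lay -0.015 below the others.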

A each time-point, mean value of gene expressions in control samples (physiological serum injection) were subtracted from gene expression in OA samples. Hierarchical clustering (average linkage clustering metrics and Pearson correlation for the distance) was applied to the dataset (samples and genes) using the Cluster software and results were visualized with the Treeview software [15]. We identified biological annotation for the clusters using DAVID [69] and interaction networks using the Kegg pathways [70]. We applied a Bonferroni correction to account for multiple tests performed. To interpret our data, we used two functionalities in DAVID: the «Functional annotation» tool and the «Functional annotation clustering» tool. The first one associated gene ID with a biological term which belongs to one out of the 40 annotation categories available in DAVID, including GO terms, protein-protein interactions, protein functional domains, diseases associations and sequence feature. This extended annotation coverage increases the analytic power by allowing investigators to analyze their genes from many different biological aspects in a single space. DAVID functional annotation clustering measured relationships among the annotation terms based on the share of common genes. This type of grouping of functional annotations was able to give a more insightful view of the relationships between annotation categories and terms compared with the traditional linear list of enriched terms, as highly related/redundant annotation terms may be dispersed among hundreds of other terms. Each cluster of functional annotation was associated with an enrichment score, which depended on the distribution of the enrichment (p-values) of each member. A good enrichment score was obtained when most of members had good p-values. This score is a relative score instead of a statistical probability with a minimum and a maximum value. This means that enrichment scores could be considered only together, by comparing them.

All data are MIAME compliant and have been submitted to the GEO database (http://www.ncbi.nlm.nih.gov/geo/; accession number GSE18712).

## Supporting Information

Data file S1 Comparison of FDR5% and FDR0% to identify significantly differentially expressed genes. In our study, we applied a false discovery rate of 5%, which yielded to a set of 1000 genes significantly differentially expressed across the time­course of our experiment. By filtering our data based on q<0.01 and FDR 5%, we end up with 121 genes significantly differentially expressed in our experiment. By applying a false discovery rate of 0%, we identify 121 genes significantly differentially expressed across the time­course and identical to the ones identified with FDR 5% and q<0.01.

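At a median false discovery rate of 0%, multi-class SAM called 708 clones over the mice and 1355 over the microarrays after subtraction of the serum means, and 108 clones over the mice without subtraction. By limma with Benjamini-Hochberg adjustment at 1%, 2072 clones were called after subtraction and 129 without it.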

(0.14 MB PDF) Click here for additional data file.

Data file S2 One thousand genes have been identified by SAM with FDR 5%. Each gene is associated with its expression values in OA samples. Each expression value has been normalized by quantile and adjusted with its physiological serum value at the same time point.
(0.40 MB TXT) Click here for additional data file.

Data file S3 Identification of clusters of samples using hierarchical clustering. Prior to partition samples ( = microarrays) into 3 classes (early, intermediate and late), we performed a hierarchical clustering of the samples in TMEV V4.3.01. using average linkage clustering metrics and Pearson correlation for the distance. This analysis partitioned the samples into 3 groups: early (1H­1H30), intermediate (3H­4H) and late (18H­24H).
(0.14 MB PDF) Click here for additional data file.

Data file S4 Sample of interesting genes differentially expressed across the time-course. For each cluster, a set of genes mentioned in the manuscript is listed associated with their average expression level at each time-point.
(0.00 MB TXT) Click here for additional data file.

Table S1 Functional annotation and enrichment of the 366 genes belonging to cluster Late. We identified biological annotation for the cluster Late using DAVID [69] and interaction networks using the Kegg pathways [70]. We applied a Bonferroni correction to account for multiple tests performed. The functional annotation functionality associated gene ID with a biological term which belongs to one out of the 40 annotation categories available in DAVID. DAVID functional annotation clustering measured relationships among the annotation terms based on the share of common genes.
(0.05 MB DOC) Click here for additional data file.

# Supplementary material for: Gene Expression Profiles Characterize Inflammation Stages in the Acute Lung Injury in Mice
**Source:** PLoS One. 2010 Jul 8;5(7):e11485. doi: 10.1371/journal.pone.0011485
**Supplement:** Table S1 — Functional annotation and enrichment of the 366 genes belonging to cluster Late. We identified biological annotation for the cluster Late using DAVID [69] and interaction networks using the Kegg pathways [70]. We applied a Bonferroni correction to account for multiple tests performed. The functional annotation functionality associated gene ID with a biological term which belongs to one out of the 40 annotation categories available in DAVID. DAVID functional annotation clustering measured relationships among the annotation terms based on the share of common genes. (0.05 MB DOC)

**Table S1**. Functional annotation and enrichment of the 366 genes belonging to cluster Late.

| **Functional classification** | |  |  |
| --- | --- | --- | --- |
| *Database* | *Term* | *Count* | *P-Value* |
| Gene ontology | DNA metabolic process | 32 | 7.10E-04 |
| Gene ontology | Regulation of transcription | 63 | 1.10E-03 |
| Gene ontology | Transcription. DNA-dependent | 60 | 1.30E-03 |
| Gene ontology | Regulation of transcription. DNA dependent | 59 | 1.40E-03 |
| Gene ontology | Transcription | 65 | 1.40E-03 |
| Gene ontology | Metabolic process | 186 | 2.20E-03 |
| Gene ontology | Cholesterol metabolic process | 7 | 9.30E-03 |
| **Annotation Cluster 1** | **Enrichment score: 2.07** |  |  |
| *Database* | *Term* | *Count* | *P-Value* |
| Gene ontology | Regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 65 | 7.70E-04 |
| Gene ontology | Regulation of transcription | 63 | 1.10E-03 |
| Gene ontology | Transcription, DNA-dependent | 60 | 1.30E-03 |
| Gene ontology | Regulation OF transcription, DNA-dependent | 59 | 1.40E-03 |
| Gene ontology | Transcription | 65 | 1.40E-03 |
| Gene ontology | Regulation of gene expression | 65 | 3.20E-03 |
| Gene ontology | Transcription factor activity | 26 | 4.30E-02 |
| Gene ontology | Transcription regulator activity | 34 | 9.00E-02 |
| **Annotation Cluster 2** | **Enrichment score: 1.96** |  |  |
| *Database* | *Term* | *Count* | *P-Value* |
| Gene ontology | Nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 93 | 1.90E-03 |
| Gene ontology | Metabolic process | 186 | 2.20E-03 |
| Gene ontology | Cellular metabolic process | 173 | 2.30E-03 |
| Gene ontology | Primary metabolic process | 172 | 4.50E-03 |
| Gene ontology | Macromolecule metabolic process | 145 | 5.00E-02 |
| Gene ontology | Cellular process | 229 | 7.10E-02 |
| **Annotation Cluster 3** | **Enrichment** s**core: 1.44** |  |  |
| *Database* | *Term* | *Count* | *P-Value* |
| Gene ontology | Cholesterol metabolic process | 7 | 9.30E-03 |
| Gene ontology | Sterol metabolic process | 7 | 1.10E-02 |
| Gene ontology | Steroid metabolic process | 9 | 1.80E-02 |
| Gene ontology | Cellular lipid metabolic process | 20 | 5.20E-02 |
| Gene ontology | Alcohol metabolic process | 12 | 6.70E-02 |
| Gene ontology | Lipid metabolic process | 21 | 9.40E-02 |

How the deposited data were processed for this re-analysis (not part of the article)

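Expression in mouse lung was measured on 60 MUSV29K nylon microarrays, 51 of OA mice and 9 of mice injected with physiological serum. Of these, 50 OA microarrays of 27 mice at 1, 1.5, 3, 4, 18 and 24 hours and the 9 serum microarrays of 8 mice at 1, 1.5, 3, 18 and 24 hours entered the comparisons. Mice were assigned to time points from the sample labels and the paper. The labels of 1 OA microarray, of mouse P7L3, conflict between 3 and 1.5 hours, and 3 hours was inferred from the other microarray of the mouse and the counts in the paper. The 1 OA microarray at 1.5 hours whose mouse the labels leave unresolved was left out, and added back as an alternative.

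For each microarray the authors deposited the intensity of 9984 spots on a linear scale, quantified from the image with Bzscan2 in several ways, with the spot diameter held constant or calculated and the signal taken from the image or from a fitted spot. The highest intensity was 28600, and at most 1 spot of a microarray reached it. The authors also deposited, with each microarray, a quality mark of 0 or 1 for every spot, a value of another kind whose rule is not stated, and it was not used. The authors' deposited table of the series holds log2 values, quantile-normalized by them, in 51 OA columns and 5 serum columns, 1 for each time point with serum mice. The median of each OA column is 8.21 and the serum column medians lie between 8 and 8.21. Against the intensities, the OA columns follow the image signal at constant diameter, and the serum columns follow the fitted signal at calculated diameter more closely than any other. The scale of this table is taken as log2 from that match, and which microarrays entered a serum column is unknown. The paper states that the signal was corrected for local background. Whether the deposited intensities include this step stays unknown, no separate background value was used here, and an alternative without local background correction was not run.

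From the intensities, the image signal at constant diameter was taken by its column name, with a floor of 1 before the log2 transformation, and quantile-normalized over 60 microarrays and all spots in R 4.3.3 with limma 3.58.1. The sample table was read with jsonlite 2.0.0. Microarrays of 1 mouse were averaged. The mean of the serum mice of the same time point was subtracted from each OA mouse, as the paper's methods state, and the 3 hours serum mean was used for the 4 hours mice, which have no serum mice of their own. Control spots, empty spots and spots without a gene name stayed in the normalization and were left out of the tests of 7625 clones. Gene symbols are those of the spot list of the microarrays and were not updated. Where a gene has several clones, each was tested on its own, and the brightest by mean signal stands for the gene unless another is named.

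The 3 stages were compared with limma's moderated F test (lmFit and eBayes) with Benjamini-Hochberg adjustment at 5%, and pairs of stages with contrasts of the same fit. The peak stage of a called clone is the stage with the highest mean. OA and serum mice were compared in a fit with 1 group per treatment and time point, without subtraction, by contrasts at each of the 5 shared time points and their mean, and the differences between stages of OA minus serum were tested in the same fit, with 3 hours for the intermediate stage, so that the spread of the serum mice enters the test. That spread rests on 3 degrees of freedom within serum time points, and the fit shares it with the OA mice. Multi-class SAM was written in R with 100 permutations. Samples were clustered by average linkage on Pearson correlation into 3 clusters and compared with the stages by the adjusted Rand index, with stage labels permuted over mice.

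The genes named in the text are every gene that the paper or its Data file S4 names and the microarray lists, and for each stage the 3 called clones with the largest difference between that stage and the mean of the others. The clones Frmd4a, Hisppd1, Insl5 and P2ry13 fall outside this rule, and were named because they are the 4 called with the serum spread in the test. The 3 leading clones per stage without control subtraction were named by the same rule after that alternative was run. A total of 16 gene lists was fixed before the data were examined, 5 of them from Data file S4 (chemokines, MAPK signaling, adhesion, blood cell and lipid metabolism) and the others neutrophil, immediate early, hemoglobin and red cell, T cell, B cell, circadian clock, glucocorticoid response, PPAR alpha and fatty acid oxidation, cell cycle, interferon response, and surfactant and alveolar type II. Each list was tested in each stage against the mean of the others with limma's camera, with a correlation between genes of 0.01, and with fry, with Benjamini-Hochberg adjustment over 48 tests.

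The limma fits, SAM, camera and the clustering were tried on simulated data with the real clones and groups, and fry, duplicateCorrelation and the exact and permutation tests were not. With 200 of 7625 clones raised by 1 log2 unit in the late stage and no control subtraction, the limma F test recovered 191 (95.5%) with 8 false calls, SAM 194 (97%), the fit with the lot as a block 166 (83%), and the test with the serum spread, for a rise in OA mice alone, 143 (71.5%). For a rise of OA over serum mice, the mean contrast recovered 195 (97.5%) and the contrast at 24 hours alone 119 (59.5%). The false calls of the F test, SAM and the lot block in these runs do not describe the tests after subtraction, which add the error of the serum means.

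The alternatives fixed before the data were examined were no control subtraction, the mean of all serum mice for the 4 hours mice, the 4 hours mice left out, SAM on mice and on microarrays, single microarrays with duplicateCorrelation, median centring in place of quantile normalization, normexp with an offset of 50, a filter to the 2432 clones above the 95th percentile of the empty spots in at least 14 of 27 mice (2304 clones in at least 18 mice where serum mice enter the test), the lot as a block (the number after the letter L in the labels, unexplained there and taken as a possible lot of animals), the authors' deposited table, the unresolved microarray added, complete linkage, clustering on called clones, fry, and each mouse left out in turn. Subtracting the mean of all serum mice over all time points from every mouse gives the same stage tests as no subtraction. The fitted signal at constant diameter, the serum microarrays read by the fitted signal at calculated diameter, the lot as a block without control subtraction and SAM on mice without control subtraction were chosen after seeing the data. The 24 hours and the 1.5 hours serum mice were not left out, since each is the only one of its time point.

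The number of microarrays limits the precision. In the median OA microarray 33.2% of the clones rise above the 95th percentile of the empty spots, and values of dimmer clones are compared only as measured signal. Data file S2 was read in a copy with 992 of its 1000 data lines. It was compared with the microarrays column by column, and no overlap or set test was run on it. The real-time PCR and histology of the paper were not analysed here, and its annotation of pathways by DAVID was not repeated.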

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

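The tests of the dim serum microarray on single clones, and of the lot and of a response shared with serum mice on the glucocorticoid list, were chosen only after the results were seen.

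A mouse stood apart from the others of its time point in 16 of 280 groups of 4 to 7 OA mice, by the gap to the nearest mouse relative to the whole range, where about 1 in 20 groups, 14, would do so by chance. On the log2 scale before subtraction, Cxcl5 at 1 hour was at 9.53 in P3L2 against 9.32 to 9.33 in the other 3 mice, and Mbtps1 at 1 hour at 6.95 in the same mouse against 6.77 to 6.79. Smad7 at 1 hour was at 5.91 in P2L2 against 5.37 to 5.41, and Relb at 7.50 in P2L3 against 6.62 to 6.76. At 1.5 hours Mknk1 was at 7.76 in P4L3 against 8.10 to 8.28 in the other 5, Pecam1 at 7.65 in P7L2 against 10.83 to 11.27, Mbtps1 at 7.00 in P7L2 against 6.65 to 6.67, Pigv at 8.71 in P6L2 against 9.35 to 9.70, Acaa2 at 9.40 in P5L3 against 10.09 to 10.37, and Fasn at 10.28 in P5L3 against 8.69 to 9.25. At 3 hours Mknk2 was at 7.68 in P7L3 against 8.12 to 8.31 in the other 6, Cd38 at 5.74 in P8L3 against 6.26 to 6.55, Slc34a2 at 11.93 in P16L2 against 12.46 to 12.68, and Napsa at 9.03 in P9L3 against 9.71 to 10.16. At 4 hours Map3k7ip1 was at 7.05 in P12L3 against 7.35 to 7.38 in the other 3, and Pck2 at 8.71 in the same mouse against 8.36 to 8.40. The number of such mice is near the number that chance gives, so no explanation, technical or biological, was tested for single ones.

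Frmd4a, Hisppd1, Insl5 and P2ry13 are the 4 clones whose OA minus serum difference changed between stages in a direct test of that change (limma, Benjamini-Hochberg adjusted p of 0.0238, 0.0238, 0.03 and 0.03). The differences in the early, intermediate and late stages were -0.64, -0.01 and -1.21 for Frmd4a, 0.85, 0.84 and -0.48 for Hisppd1, 1.06, 2.06 and 1.19 for Insl5, and 0.93, 0.73 and -0.03 for P2ry13. The late values of Hisppd1 and P2ry13 join opposite signs. For Hisppd1, OA mice were at 6.17 against 5.75 in serum mice at 18 hours. At 24 hours they were at 6.56 against 7.93 in the 1 serum mouse. For P2ry13, OA mice were at 7.68 against 7.59 at 18 hours and at 7.73 against 7.88 at 24 hours. The late value of each of the 4 rests in part on the 1 serum mouse at 24 hours, which was not left out. The dim microarray of the first serum mouse at 3 hours was tested as the cause by leaving it out. Hisppd1 and P2ry13 stayed called, with an adjusted p of at most 0.0259, which argues against that microarray for this pair. Frmd4a and Insl5 lost their calls, at 0.0875 and 0.285, so it stays open for them. Without the other serum mouse at 3 hours all 4 stayed called, at 0.000633, 0.00085, 0.00044 and 0.00166. Other groupings of the OA mice and of the serum mice gave at least 4 calls in 63 of 100 draws, the real grouping included, so chance cannot be excluded for the set. The mean signals of 6.16, 6.40, 6.58 and 7.72 all lie below the 95th percentile of the empty spots, 8.92, and the OA mice alone did not differ between stages for any of the 4 (adjusted p of 0.111, 0.906, 0.397 and 0.956). A response to OA that changes with time stays open as well, untested beyond this.

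The glucocorticoid response list, fixed beforehand, of whose genes the paper names Dusp1 alone, was higher in OA mice at 3 hours than in serum mice of that time. Its 15 clones averaged 10.72 ± 0.29 (SD, n = 7) in OA mice, and the 2 serum mice were at 9.65 and 10.34, a difference of 0.732. It was above both serum mice in 6 of 7 OA mice (exact permutation test, two-sided, p = 0.0556). In OA mice without subtraction the intermediate stage was 0.845 above the others in 15 of 15 clones (camera, adjusted p = 6.37e-20), and late the list was -0.637 below them (adjusted p = 1.78e-10). The lot was tested as the cause by comparing the intermediate and early stages within lots. The difference was 0.522 within lot 2 (exact permutation test, two-sided, p = 0.0714) and 0.656 within lot 3 (exact p = 0.0159), with a mean of 0.589 (exact p = 0.00198, Benjamini-Hochberg adjusted over 16 lists 0.0317), which argues against the lot. The combined test was chosen after the tests of the single lots. A response to injection and handling that serum mice share cannot be told apart from an effect of OA. Against 1, 1.5, 18 and 24 hours, the other times with serum mice, the list rose at 3 hours by 0.741 in OA mice and by 0.5 in serum mice (exact p = 0.0714), and the difference of 0.241 between these rises was not significant (permutation test, two-sided, p = 0.591), with 2 serum mice at 3 hours. The OA mice at 4 hours, where the list was highest at 10.91, have no serum mice and are not in this comparison. Of the 10 genes of the list on the membrane, 9 lie above the 95th percentile of the empty spots, and Dusp1 is also held by another list. After subtraction of the serum means the list was 0.346 above the other stages in the intermediate stage (camera, adjusted p = 0.285).

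The signal of the empty spots, which the paper does not report, differed between OA and serum mice. Of 512, 59.6% were called, 249 lower and 56 higher in OA mice (limma with Benjamini-Hochberg adjustment over all spots), with a median difference of -0.28. The share was 60.2% for spots without a gene name and 61.3% for clones. The Arabidopsis cDNA CG03 was lower in OA mice by a median of -1.08, with 190 of 192 spots called. A technical explanation, hybridization or quantification that differed between the OA and the serum microarrays, needs spots without mouse cDNA to be called about as often as clones, and they were, at 59.6%. It therefore stays open as a source of the 4700 clones called between OA and serum mice. The position on the membrane explained little of the difference, with an R squared of 0.0435 over 64 print blocks, which argues against it as the whole cause. With treatment labels exchanged within time points, at most 960 clones were called in 99 draws and 0 in the median draw, and the real labels gave the highest count of 100, so chance is excluded. That comparison cannot separate OA from a difference in handling of the 2 sets of microarrays, from which the effect of OA on these clones cannot be told apart, and the serum microarrays were the brighter in CG03 relative to clones (4.48 against 2.64 in log2 medians).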

How the results depend on the processing

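The fitted signal at constant diameter, the serum microarrays read by the fitted signal at calculated diameter, the lot as a block without control subtraction and SAM on mice without control subtraction are the tests of this part that were chosen only after the results were seen.

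The count of 3297 clones called between stages stayed within 1.5 times under SAM on mice (3845) and on microarrays (4835), duplicateCorrelation (3454), median centring (3720), normexp (3270), the lot as a block (2401), the 4 hours mice left out (2607), the mean of all serum mice for 4 hours (2464), the unresolved microarray added (3489), the fitted signal at constant diameter (3849), and each of 33 mice left out in turn (3019 to 4759). It moved further in 6 settings. Without control subtraction 484 clones were called, with 211 between early and intermediate, 240 between late and intermediate and 204 between late and early, and 121, 156 and 207 highest early, in the intermediate stage and late. SAM on mice without control subtraction called 802, of which 248, 219 and 335 were highest in these stages. With the filter on dim clones, which tests fewer clones, the counts were 915, then 738, 378 and 454, and 180, 425 and 310 in the same order. In the deposited table they were 5912, then 4712, 4492 and 3304, and 1695, 2442 and 1775. With the serum microarrays read by the fitted signal at calculated diameter they were 5601, then 4324, 4026 and 3148, and 1636, 2179 and 1786. With the lot as a block and no subtraction they were 113, then 68, 40 and 0, and 20, 71 and 22, the count of 0 being limma's for the late and early stages, which no lot shares, with 354 at an unadjusted p under 0.05. Apart from the filter on dim clones, the cause was not tested here.

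Single results moved more than 1.5 times elsewhere. The lot as a block gave 206 clones between late and early, 698 between late and intermediate and 661 highest late. The mean of all serum mice for 4 hours gave 861 clones between late and intermediate and 850 highest in the intermediate stage. Median centring gave 1409 clones highest early, SAM on microarrays 1561 highest late, and the tree of called clones 555 with the late profile. Among single mice left out, the range was 2330 (without P5L3) to 4144 between early and intermediate, 1389 (without P8L1) to 3240 between late and intermediate and 1267 (without P13L3) to 2511 highest in the intermediate stage, each upper end without the second serum mouse at 3 hours. The cause was not tested for any of these.

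The 4 clones called between stages with the serum spread in the test became 4082 in the deposited table, where each serum time point is 1 column, 1814 with the serum microarrays read by the fitted signal at calculated diameter and 42 with the fitted signal at constant diameter. Limma called 0 with the filter on dim clones, where 171 had an unadjusted p under 0.05, and 0 with median centring, where 738 did, against 706 before these changes. With single mice left out the count ranged from 2, without P11L1, P16L2, P2L2, P3L1, P7L1 or the first serum mouse at 1 hour, to 462 without the second serum mouse at 3 hours, and was 15 without the second at 18 hours and 7 without the second at 1 hour. The clones that differed between OA and serum mice at 1.5 hours, 1076, became 3089 in the deposited table and 598 with the fitted signal at constant diameter. At 18 hours, 2227 became 1451 with the fitted signal at constant diameter, and at 24 hours 1702 became 3738 in the deposited table. The filter on dim clones left 638, 302, 859, 560 and 503 at 1, 1.5, 3, 18 and 24 hours and 1336 for the mean. With 1 mouse left out the count lay between 1377 (without the second serum mouse of that time) and 2423 at 1 hour, between 1783 (without the first) and 3194 at 3 hours and between 1204 (without the second) and 2354 at 18 hours. The cause of these changes was not tested.

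The adjusted Rand index fell to -0.00266 for mice and -0.022 for microarrays without control subtraction, and kept its sign under complete linkage and with the unresolved microarray added. The median correlation of clones of 1 gene, 0.17, was 0.181 without subtraction, 0.165 with median centring and 0.335 with the filter on dim clones, which leaves brighter clones. The difference between pairs of microarrays of 1 mouse and of different mice, 0.0438, was 0.0117, 0.0412 and 0.0598 in the same settings.

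Of 48 tests of lists and stages, 4 were called by camera, 17 by fry, 2 with the filter on dim clones (of 45 tests, 18 of them on 1 or 2 clones, since no blood cell clone passed), 7 with the lot as a block and 7 with the lot as a block without subtraction. All 4 of camera's calls hold under fry. The small mean differences of the lists of Data file S4 in the stage given by the paper, none called by camera, changed sign in some settings. Without control subtraction they were -0.0203 for adhesion, -0.00057 for blood cell and -0.0256 for MAPK signaling. With the lot as a block they were -0.0324 for chemokines and -0.0637 for lipid metabolism, and without subtraction as well -0.0221 for MAPK signaling and -0.00125 for lipid metabolism. The cause was not tested.

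Of 79 named clones, the difference of the tested stage from the mean of the others kept its sign and its side of the threshold for 25 without control subtraction, 29 in the deposited table, 55 with the lot as a block and 60 with median centring. The sign was reversed in the following, and the cause was not tested. Without control subtraction the log2 difference became in the early stage Ccl22 0.025, Ccl25 0.11, Ccl3 0.16, Cxcl5 -0.033, Il1b -0.036, Map3k7ip1 -0.15, Mapk8ip3 -0.21, Mknk1 0.10, Nfkb2 -0.022, Pak2 0.12, Rasa2 -0.090 and Rnasen -0.041, in the intermediate stage Ace -0.037, Actb -0.015, Fasn -0.060, Glycam1 -0.056, Il7r -0.0020, Mrpl4 -0.023 and Rbbp7 -0.27, and in the late stage Hdlbp 0.065, Hsd3b1 -0.0092, Il4ra 0.036, Ltc4s 0.064, Mbtps1 -0.0030, Pisd 0.24, Relb -0.044 and Smad7 0.051. In the deposited table it became in the early stage Ccl25 0.78, Ccl3 0.0031, Ccl4 0.98, Il12rb2 0.57, Il15ra 1.01, Il1b -0.44, Map3k7ip1 -0.10, Mapk8ip3 -0.14, Mapk9 1.00, Pak2 0.51 and Rras -0.47, in the intermediate stage Ace -0.44, Cd44 1.63, Cklf -0.26, Glycam1 -0.65 and Il7r -0.32, and in the late stage Abhd4 -0.24, D5Wsu178e 0.81, Il4 0.17, Mbtps1 -1.64, Nras -0.56, Pfkfb2 1.17, Ppara -0.62, Slc34a2 0.079 and Smad7 1.09. With the lot as a block it became in the early stage Ccl22 0.049 and Il12rb2 0.017, and in the late stage Acadl 0.033, Cyb5r3 -0.66, Napsa -0.042, Osbpl5 -0.35, Pfkfb2 0.032 and Tgfb1 -0.088. With median centring it became in the early stage Ccl3 0.020, Il12rb2 0.0083, Mapk9 0.019, Mknk1 0.00025 and Pak1 0.092, in the intermediate stage Actb -0.015 and Glycam1 -0.035, and in the late stage Acadl 0.0023.

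Leaving out single mice reversed the sign of 24 named genes, of 12 of them without the first serum mouse at 3 hours and of 7 without an OA mouse. The lowest and the highest value without 1 mouse, the serum mice (PS) given by time and number, were -0.20 without PS 3 h 1 and 0.12 without PS 3 h 2 for Acadl (late), -0.012 without PS 3 h 2 and 0.21 without PS 3 h 1 for Ace (intermediate), -0.089 without PS 1 h 2 and 0.011 without PS 1 h 1 for Ccl22 (early), -0.27 without PS 3 h 2 and 0.041 without PS 3 h 1 for Ccl25 (early), -0.26 without PS 3 h 2 and 0.048 without PS 3 h 1 for Ccl3 (early), -0.33 without PS 3 h 1 and 0.20 without PS 3 h 2 for Cd44 (intermediate), -0.14 without PS 3 h 2 and 0.22 without PS 3 h 1 for Csf1 (intermediate), -0.22 without PS 3 h 2 and 0.48 without PS 3 h 1 for Fasn (intermediate), -0.11 without PS 1 h 1 and 0.011 without PS 1 h 2 for Il12rb2 (early), -0.59 without PS 3 h 1 and 0.086 without PS 3 h 2 for Map3k6 (early), -0.054 without PS 1 h 2 and 0.069 without PS 1 h 1 for Mapk8ip3 (early), -0.056 without PS 3 h 1 and 0.052 without PS 3 h 2 for Mapk9 (early), -0.21 without PS 3 h 2 and 0.11 without PS 3 h 1 for Mknk1 (early), -0.0035 without PS 3 h 1 and 0.19 without PS 3 h 2 for Osbpl5 (late), -0.11 without PS 1 h 1 and 0.030 without PS 1 h 2 for Pak2 (early), -0.21 without PS 3 h 1 and 0.65 without PS 3 h 2 for Pck2 (late), -0.14 without PS 18 h 1 and 0.11 without PS 18 h 2 for Pfkfb2 (late), -0.0046 without PS 1 h 1 and 0.19 without P11L1 for Ppara (late), -0.15 without PS 3 h 2 and 0.031 without PS 3 h 1 for Prei4 (late), -1.84 without PS 3 h 1 and 4.64 without PS 3 h 2 for Rbbp7 (intermediate), -0.16 without PS 3 h 1 and 1.76 without PS 3 h 2 for Sftpd (intermediate), -0.30 without PS 3 h 2 and 0.26 without PS 3 h 1 for Slc34a2 (late), -0.082 without PS 3 h 1 and 0.18 without PS 3 h 2 for Soat2 (late), and -0.044 without PS 18 h 1 and 0.21 without PS 18 h 2 for Tgfb1 (late).

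No paired analysis was possible because the mouse numbers of the labels are those of single animals killed at 1 time point, so that the groups compared share no animal. Signal over background limits the dim clones. The 2432 clones of the filter had a median correlation between clones of 1 gene of 0.335 against 0.17 for all, and a stage difference of a clone below the 95th percentile of the empty spots, 8.92 on the log2 scale, rests on signal that the empty spots also reach. Signal without local background correction was not run as an alternative, and the 1.5 hours and 24 hours serum mice were not left out.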

Differences from the paper's values

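The 2 readings of the serum or OA intensities other than the image signal at constant diameter, and SAM on mice without control subtraction, named in this part where they reach a value of the paper, are the tests that were chosen only after the results were seen.

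The paper's set of differentially expressed genes over time is 1000, and 3297 clones were called here. Of the alternatives set before the data were examined, the filter on dim clones gave 915, within 1.5 times the paper's count, and the others did not. The paper's clusters hold 365 genes early, 269 in the intermediate stage and 366 late in the text, and here 931, 1367 and 999 called clones were highest in these stages. The filter on dim clones gave 310 late, near the paper's 366, and no alternative set before the data were examined came within 1.5 times the paper's count for the other clusters. SAM on mice without control subtraction, chosen after seeing the values, called 802 clones, 248, 219 and 335 of them highest in the 3 stages, each within 1.5 times the paper's count, and with this setting 63 of the 77 clones of the genes of Data file S4 were not called. The paper counts 121 genes at the stricter threshold, and 2072 clones passed 1% here. Without control subtraction 129 clones did, and SAM at 0%, the other alternative run at a stricter threshold, called 708 on mice, 1355 on microarrays and, without control subtraction, 108 on mice, also near 121.

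For Smad7 at 24 hours the paper's level is 0.454, and -0.066 was measured here. The paper's level is the mean of 6 columns of Data file S2 with an SD of 0.354, and a value differing in sign, or by more than the larger of this SD and that of the mice here, was counted as different. Of the alternatives set before the data were examined, median centring (-0.41) and the deposited table (-1.17) were compared, and both were different. The serum microarrays read by the fitted signal at calculated diameter, chosen after seeing the values, gave 0.78, within that SD, and with this setting 25 of the 77 clones of the genes of Data file S4 were not called.

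Data file S4 of the paper lists a level at 6 time points for 37 genes that have 1 line there and 1 clone here. Its log base is not stated, and over the 222 values the paper's levels and those here correlated with r = -0.0358, or 0.0815 with each gene centred on its mean, across genes that are not independent, so a change of log base alone does not bring them together. The interquartile range was 0.455 in the paper's values and 1.1 here. For each gene the level at the time of its listed stage with the highest value in the paper was compared, and counted as different where the signs were opposite or the values lay more than 1 SD of the mice here apart. This held for 31 of 37, and 23 of the 37 had the same sign. Cyb5r3, at 0 in the paper and 0.38 ± 0.46 (SD, n = 3) here at 18 hours, was not different. At 1 hour the paper's value and the one here were 0.37 and 0.0037 for Fgf1, -0.03 and -1.03 for Rras, 0.18 and -1.21 for Mknk2, 0.23 and -0.053 for Rps6ka3 and 0.5 and -0.83 for Mapk8ip3. At 1.5 hours the paper's value and the one here were 0.54 and 0.24 for Cxcl5, 1.15 and 0.23 for Ccl4, 0.52 and 0.27 for Mknk1, 1.5 and -0.12 for Il1b and 0.54 and -0.067 for Map3k7ip1. At 4 hours the paper's value and the one here were 0.91 and 0.48 for Icam1, 0.66 and 1.09 for Glycam1 and 1.06 and 0.23 for Cd38. At 18 hours the paper's value and the one here were 0.18 and 3.22 for Soat2, 0.3 and 0.99 for Mbtps1, 0.11 and -0.50 for Il4ra and 0.34 and -0.26 for Ltc4s. At 24 hours the paper's value and the one here were 0.48 and -0.14 for Nsdhl, 0.35 and -0.70 for Osbpl5, 0.22 and 0.55 for Il4, 0.99 and 0.89 for Hsd3b1, 0.53 and 0.050 for Osbpl11, 0.36 and 2.85 for Pigv, 0.27 and 0.85 for Ptdss1, 0.93 and -0.20 for Agps, 0.25 and -0.64 for Pisd, 0.72 and 0.42 for Acaa2, 1.06 and 1.50 for Serinc1, 0.65 and -0.30 for Abhd4, 0.85 and -0.81 for Pck2 and 0.72 and 0.91 for Pfkfb2. Of the alternatives set before the data were examined, median centring gave a value near the paper's for Glycam1 (0.66), Serinc1 (1.35) and Pfkfb2 (0.85), and the deposited table for Cxcl5 (0.51), Ccl4 (1.30), Il4ra (0.11), Ptdss1 (0.17) and Serinc1 (1.02), and neither for the other genes counted as different. The serum microarrays read by the fitted signal at calculated diameter, chosen after seeing the values, did so for Cxcl5 (0.49), Icam1 (1.09), Il4ra (0.075), Ptdss1 (0.16) and Serinc1 (1.03). Of the 37 genes, 31 were highest in the listed stage in the paper's values and 13 here (11 with median centring and 15 in the deposited table).

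Over the 77 clones of the genes that Data file S4 lists by stage, 21 were highest in the paper's stage, and the deposited table gave 31. The paper places Ccl4, Ccl25, Il15ra, Dusp1, Map3k6 and Il1b in the early response, and here the intermediate stage was highest for each (0.83, 0.77, 1.57, 1.14, 0.73 and 0.30 on the log2 scale, Il1b not called). For Dusp1 the early and intermediate means differed by less than the spread of the mice, and before subtraction the early stage was highest. The level of Dusp1 at 1 hour, 1.27 in the paper and 1.18 ± 0.77 (SD, n = 4) here, was not counted as different. In the deposited table Ccl4, Ccl25 and Il15ra were highest early (limma, adjusted p of 7.57e-07, 0.000637 and 0.00362), and so was Mapk9 (2.9e-06). The paper places Cd38 in the intermediate cluster, and it was highest late here at 0.67. The paper calls Cd44 in the intermediate cluster, and it was not called here (adjusted p = 0.762), but was so called in the deposited table (2.17e-12). Of the lipid genes the paper lists as late, 7 of 33 clones were highest late, and Il4 was highest early at 1.09.

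The paper names Smad7 and the surfactant gene Slc34a2 as changed over time and late. Here neither was called between stages (adjusted p of 0.189 and 0.275), though both were over the 6 time points (2.38e-05 and 0.00079). The test over time points leaves out the error of the serum means, so it does not show a change in OA mice. Smad7 was called and highest late in the deposited table (3.5e-08), and with the fitted signal at constant diameter (0.00629) and the serum microarrays read by the fitted signal at calculated diameter (0.000538), both chosen after seeing the values, which left 38 and 25 of the 77 clones uncalled. Slc34a2 was called in the deposited table (0.0476) and without control subtraction (0.0349), in both highest early, and without either serum mouse at 3 hours, with the late stage 0.26 above the others without the first and -0.30 below them without the second. The paper finds Sftpd unchanged over time, and it was called here after subtraction (adjusted p = 1.56e-08), highest in the intermediate stage, and not without it (0.375). Without the first serum mouse at 3 hours Sftpd stayed called (0.0176) with the intermediate stage -0.16 below the others.

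In the paper the samples at 18 and 24 hours form a cluster apart from 3 and 4 hours, except for 3 samples at 18 hours that joined the latter, and here all mice of these times fell into 1 cluster of 21 mice. The text and Fig. 3 of the paper give the sizes of the early and intermediate clusters in opposite order.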

Other observations

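In this part, the tests of Data file S2, of the serum columns of the deposited table, of the B cell list, of the lot block without control subtraction, of the empty spots after control subtraction and of the cluster at 1.5 hours were chosen only after the results were seen.

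Subtraction of the serum means raised the clones called between stages from 484 to 3297. The error of these means, which every OA mouse of a time point shares, was tested as the cause by simulation. In 100 simulated sets of mice with no stage difference, serum means were subtracted with the spread of the serum mice as moderated by limma (median SD 0.25 on the log2 scale). This gave a median of 2184 calls (2022 to 2326), and the same mice have no stage difference before subtraction by construction. This number is of the size of the real count but below it, so the error of the means may account for many of the calls, and the part due to it cannot be told apart from other sources, because the spread of the serum mice is known from 3 degrees of freedom. The dim microarray of the first serum mouse at 3 hours cannot be told apart from this error. Without it 3711 clones were called, but the mean then rests on 1 mouse, and 4759 were called without the other mouse of that time. Other groupings of the mice gave a count as large in 1 of 100 draws, the real grouping included, both with and without subtraction, and also for the early minus intermediate, late minus intermediate and late minus early contrasts, for OA minus serum and for the 60 named clones that differed over the 6 time points, so chance is excluded for these. A draw regroups mice of all time points, and does not exclude an error shared within a time point. A change of lung RNA in the serum mice with time is argued against as the whole cause, since 56.2% of the empty spots, which hold no cDNA, were called after subtraction, against 43.2% of the clones. It stays open for part of the clones.

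Without control subtraction the calls raise the question of the lot, since all late mice are of lot 1 and no early mouse is. The early minus intermediate difference within lot 2 and within lot 3 did not go together over the clones (Pearson r = 0.055, Spearman rho = -0.014, across clones, which are not independent). With few clones called and 3 to 6 mice in each of these groups, noise gives such a value with or without a difference between lots, so for the 484 calls as a whole the lot and the stage cannot be told apart by it. With the lot as a block 113 clones stayed called, 112 of them among the 484, and for these the lot as the whole cause is argued against. Membrane effects that also reach empty spots are argued against too, since 1.37% of the empty spots were called against 5.05% of the clones. The late stage cannot be compared with the early stage within a lot, and there the lot and the stage cannot be told apart, where limma called 0 clones under the block and 354 had an unadjusted p under 0.05. A response to OA or to time stays open.

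After control subtraction, 5 of 6 mice at 1.5 hours formed a cluster of their own. The control mean at that time rests on 1 serum mouse. Without subtraction at most 1 mouse at 1.5 hours stood in a cluster of its own, so an error of this control mean, shared by the mice at 1.5 hours, is a candidate explanation. A distinct state of the lung at 1.5 hours stays open, untested.

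The serum columns of the deposited table rank the spots differently from the OA columns. The OA columns have the order of the image signal at constant diameter. The serum columns correlated with the fitted signal at calculated diameter with a Spearman rho of at least 0.968. That rho is over spots above 0, which were 61.1% to 88.2% of the spots. With the image signal, over all spots, rho lay between 0.789 at 3 hours and 0.938 at 18 hours. The correlations with these signals thus rest on different sets of spots. The table may thus combine 2 kinds of signal, which would add differences between OA and serum that are not in the lung. The clones called between stages numbered 5912 in the table and 5601 when only the serum microarrays were read by that fitted signal.

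Data file S2 of the paper gives 35 columns of values. In the 992 data lines held here, out of the paper's 1000, 555 genes have 1 line and 1 clone, and each column was set against 51 OA microarrays. The highest correlation of any pair was 0.265. The closest microarray was of the same time for 4 columns, where chance gives 6.02 (permutation test, one-sided, 100000 resamples, p = 0.877). That argues against the values coming from the deposited microarrays under the same time labels, as read here. The log base of these values is not stated, and which microarrays the 35 columns stand for was not identified.

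The B cell list, without control subtraction, was 0.312 above the other stages early (camera, adjusted p = 2.96e-07, 17 of 19 clones) and -0.267 below them in the intermediate stage (adjusted p = 1.22e-08). Within lot 2 the intermediate stage was -0.297 below the early one (exact permutation test, two-sided, p = 0.0714) and within lot 3 -0.349 (exact p = 0.0556), with a mean of -0.323 (exact p = 0.00671, adjusted over 16 lists 0.0453), which argues against the lot. A fall that serum mice share cannot be told apart from an effect of OA, since at 3 hours the list lay -0.35 below 1, 1.5, 18 and 24 hours in OA mice and -0.241 in serum mice, a difference of -0.11 (permutation test, two-sided, p = 0.677), with 2 serum mice at 3 hours. Only 3 of the 19 clones, of 1 of 10 genes, lie above the 95th percentile of the empty spots, and after subtraction the list was not called. The MAPK signaling list of Data file S4 was 0.175 above the other stages in the intermediate stage without subtraction (camera, adjusted p = 0.00435). Within lots it was 0.112 (exact p = 0.119) and 0.143 (exact p = 0.0397) above the early stage, with a mean of 0.127 (exact p = 0.0085, adjusted 0.0453). Its rise at 3 hours over the same 4 times exceeded that of serum mice by 0.183 (permutation p = 0.0106, not adjusted over the 16 lists). The combined tests of both lots were chosen after the tests of the single lots.

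After control subtraction camera called 4 of 48 tests of lists. The circadian clock list was 0.306 above the other stages early (10 of 12 clones, adjusted p = 0.0202), hemoglobin and red cell 0.209 above in the intermediate stage (16 of 17 clones, adjusted p = 0.00334) and -0.145 below late (adjusted p = 0.015), and MAPK signaling -0.237 below late (adjusted p = 0.0202). They hold under fry, with adjusted p of 0.000239, 1.67e-08, 0.000117 and 3.4e-05. Other groupings of the mice gave at least 4 calls in 10 of 100 draws, the real grouping included, so chance cannot be excluded. Without subtraction camera called 6 tests, those of the glucocorticoid, B cell and MAPK signaling lists given above and in the part on single results and T cell early at 0.135 (adjusted p = 0.00456), and all 6 hold under fry (the highest adjusted p is 0.0325), while circadian clock early was at 0.0613 (adjusted p = 0.751) and hemoglobin and red cell in the intermediate stage at 0.0295 (adjusted p = 0.58). After subtraction and with the lot as a block, MAPK signaling late lost its call (adjusted p = 0.0659) and the other 3 kept theirs (0.038 for circadian clock, 0.00547 and 0.038 for hemoglobin and red cell). There camera also called, late, B cell (0.0132), glucocorticoid response (0.0266), cell cycle (0.0106) and surfactant and alveolar type II (0.0392), of which cell cycle and surfactant hold under fry (0.000913 and 0.00204). All late mice are of lot 1. Without the block, the other lists were not called by camera in any stage after subtraction. Their lowest adjusted p was 0.652 for chemokines, 0.741 for adhesion, 0.686 for blood cell, 0.652 for lipid metabolism, 0.285 for glucocorticoid response, 0.652 for neutrophil, 0.389 for immediate early, 0.652 for T cell, 0.386 for B cell, 0.363 for PPAR alpha and fatty acid oxidation, 0.0685 for cell cycle, 0.363 for interferon response and 0.386 for surfactant and alveolar type II.

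Of the other genes that the paper names outside its lists by stage, Il10 was highest early after subtraction, at 0.58 ± 0.20 (SD, n = 10) against 0.17 ± 0.26 (n = 11) and 0.37 ± 0.42 (n = 6) (limma, adjusted p = 0.0216), and lost its call without the first serum mouse at 3 hours (0.161) and without subtraction (0.439). The brightest clone of Nras was highest late, at 1.01 against 0.41 early and 0.80 in the intermediate stage (adjusted p = 0.0337). It lost its call without any 1 of 9 mice, with an adjusted p of up to 0.0717, and without subtraction (0.428). The other clones of Nras were not called (0.901 and 0.413). Nfkb2, Tgfb1 and the brighter clone of Relb were not called (adjusted p of 0.16, 0.716 and 0.147).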
